# Cardiomyocytes stimulate angiogenesis after ischemic injury in a ZEB2-dependent manner

**DOI:** 10.1038/s41467-020-20361-3

**Published:** 2021-01-04

**Authors:** Monika M. Gladka, Arwa Kohela, Bas Molenaar, Danielle Versteeg, Lieneke Kooijman, Jantine Monshouwer-Kloots, Veerle Kremer, Harmjan R. Vos, Manon M. H. Huibers, Jody J. Haigh, Danny Huylebroeck, Reinier A. Boon, Mauro Giacca, Eva van Rooij

**Keywords:** Angiogenesis, Myocardial infarction

## Abstract

The disruption in blood supply due to myocardial infarction is a critical determinant for infarct size and subsequent deterioration in function. The identification of factors that enhance cardiac repair by the restoration of the vascular network is, therefore, of great significance. Here, we show that the transcription factor Zinc finger E-box-binding homeobox 2 (ZEB2) is increased in stressed cardiomyocytes and induces a cardioprotective cross-talk between cardiomyocytes and endothelial cells to enhance angiogenesis after ischemia. Single-cell sequencing indicates ZEB2 to be enriched in injured cardiomyocytes. Cardiomyocyte-specific deletion of ZEB2 results in impaired cardiac contractility and infarct healing post-myocardial infarction (post-MI), while cardiomyocyte-specific ZEB2 overexpression improves cardiomyocyte survival and cardiac function. We identified Thymosin β4 (TMSB4) and Prothymosin α (PTMA) as main paracrine factors released from cardiomyocytes to stimulate angiogenesis by enhancing endothelial cell migration, and whose regulation is validated in our in vivo models. Therapeutic delivery of ZEB2 to cardiomyocytes in the infarcted heart induces the expression of TMSB4 and PTMA, which enhances angiogenesis and prevents cardiac dysfunction. These findings reveal ZEB2 as a beneficial factor during ischemic injury, which may hold promise for the identification of new therapies.

## Abstract (web summary)

ZEB2 transcription factor is increased in a subset of cardiomyocytes during stress to induce cardioprotective effects after injury. Here the authors show that therapeutic delivery of ZEB2 prevents cardiac dysfunction after ischemic damage and promotes the activation of pro-angiogenic signals.

## Introduction

In the Western world, heart failure has the highest mortality and morbidity rates of all diseases^1^. Ischemic heart disease is caused by the occlusion of a coronary artery, which results in hypoxia-induced loss of cardiomyocytes. The loss of viable myocardium initially induces the activation of fibroblasts required for proper scar formation in the infarcted area. Secondarily to the injury, the remote myocardium undergoes a pathological remodeling response, characterized by cardiomyocyte hypertrophy and further extracellular matrix (ECM) deposition, which can ultimately lead to heart failure and death. Despite the therapeutic benefits of current treatment options for ischemic heart disease, the prevalence continues to increase every year^2^. Therefore, it remains of great importance to gain a better understanding of the mechanisms underlying cardiac remodeling and repair to develop novel and improved therapeutic strategies.

Single-cell sequencing (SCS) has become an attractive tool to study detailed gene expression differences within individual cells in the setting of their local environment. We recently developed a new method to perform SCS in adult cardiac tissue and applied it to healthy and injured hearts. In doing so, we were able to obtain gene expression profiles in specific cell populations coming from the diseased hearts which allowed us to identify novel factors involved in pathological cardiac remodeling^3^.

By applying SCS on murine cardiac tissue from both control and injured hearts, we uncovered the DNA-binding transcription factor ZEB2 to be induced in cardiomyocytes that originated predominantly from the injured heart. While ZEB2 has been broadly studied for its role in epithelial to mesenchymal transition^4^ and cellular (de)differentiation^5,6^, so far, its function in cardiomyocyte biology was unknown. Here we show by gain- and loss-of-function studies that ZEB2 confers cardioprotective effects after ischemia via an increase in circulating levels of TMSB4 and PTMA^7–9^. In line with these findings, the therapeutic delivery of ZEB2 to cardiomyocytes is able to recapitulate these protective effects after MI. These data suggest that the increase of ZEB2 in cardiomyocytes in response to stress protects the heart from ischemic damage via cell non-autonomous effects, which may hold great promise for future heart failure therapies.

## Results

### ZEB2 is expressed in injured cardiomyocytes

To define novel mechanisms underlying cardiac remodeling and repair after ischemic injury, we subjected mice to either MI or sham surgery (*n* = 3) and collected tissue for single-cell analysis (Fig. 1a–b), applying our method described previously^3^. Using the SORT-Seq protocol^10,11^, we obtained the cellular gene expression profiles and detected on average 24,840 transcripts from 2,768 genes per cell. After filtering procedures and quality control measures, we retained a total number of 1186 cells for subsequent analysis (465 from sham and 721 from 3 days post-MI (3 dpMI). K-medoids clustering of 1-Pearson correlation showed that based on gene expression similarities, these cells could be clustered in 14 different cell populations (Fig. 1c and Supplementary Fig. 1a). Using the expression of well-established marker genes, we were able to identify all main cardiac cell types, such as cardiomyocytes, fibroblasts, endothelial cells, and immune cells (Fig. 1c, Supplementary Fig. 1b-g and Supplementary Data 1).

**Fig. 1:**
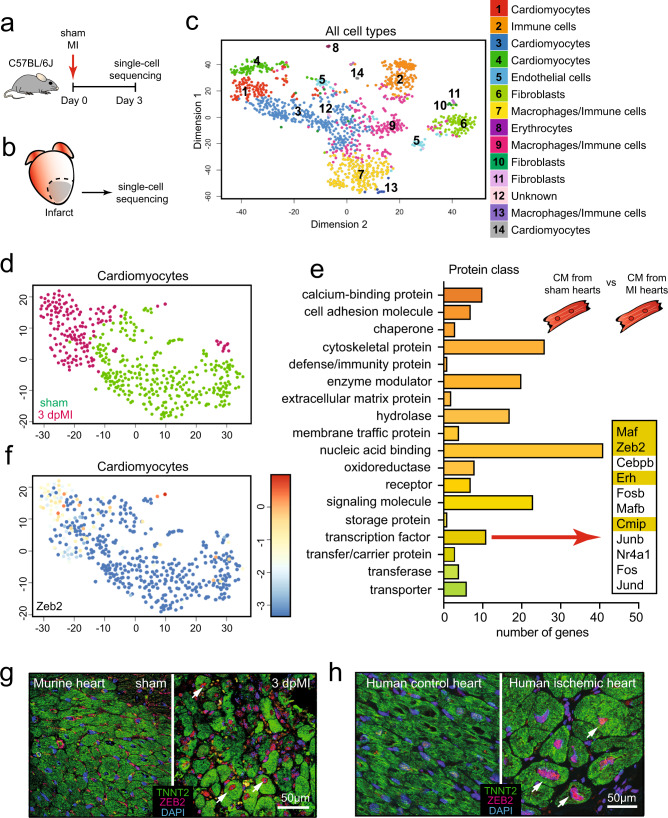
ZEB2 is expressed in injured cardiomyocytes. **a** Study design. **b** Area of the heart subjected to single-cell sequencing. **c**-**d** t-SNE map indicating transcriptome similarities among all individual cells. **c** Different numbers and colors highlight different clusters identified by K-medoids clustering. **d** Colors highlight the conditions of the hearts from which the cells were derived (sham in green and 3 dpMI in pink). **e** The PANTHER Classification System analysis on enriched genes from injured cardiomyocytes when compared to sham. **f** t-SNE map showing the expression of *Zeb2* across all cardiomyocytes from sham and 3 dpMI hearts. **g** Representative confocal images from sham and ischemic mouse hearts 3 dpMI stained for ZEB2, ACTN2, and DAPI. **h** Representative confocal images from human control and ischemic hearts stained for ZEB2, ACTN2, and DAPI. Expression is depicted as normalized transcript count on a color-coded scale. t-SNE indicates t-distributed stochastic neighbor embedding. White arrows show ZEB2 positive cardiomyocytes.

Since cardiomyocytes are critical regulators of cardiac remodeling and repair^12^, we decided to focus our analysis on this cell type. Clustering analysis performed only on cardiomyocytes showed that cells originating from sham or injured hearts, for the most part, clustered separately (Fig. 1d), indicating diversity in global gene expression. To explore the biological function of the differentially regulated genes, we subjected enriched genes from injured cardiomyocytes (log2 fold change > 6, *p* < 0,001, *n* = 263 genes) to the PANTHER Classification System^13^. Among others, the enriched genes appeared to encode for cytoskeletal proteins, enzyme modulators, or transcription factors (TFs) (Fig. 1e, Supplementary Data 2). As TFs are potent regulators of gene expression, we set out to explore their functional relevance in more detail. Among the 11 genes known to encode for TFs, we identified Zinc Finger E-box Binding Homeobox2 (ZEB2) (Fig. 1e), which has previously been described to have a role in epithelial to mesenchymal transition and cellular dedifferentiation^14^. Our data indicated ZEB2 to be specifically increased in cardiomyocytes coming from the injured heart (Fig. 1f). Immunofluorescence indicated ZEB2 to be expressed in several cardiac cell types, including macrophages, immune cells, and injured cardiomyocytes flanking the infarcted region (Fig. 1g). Also, in patients suffering from ischemic heart disease, ZEB2 expression could be confirmed in a portion of cardiomyocytes, while we were unable to detect a signal in the control human heart (Fig. 1h).

### *Zeb2* deletion from cardiomyocytes impairs cardiac function and repair after MI

To study the function of ZEB2 in cardiomyocytes, we generated cardiomyocyte-specific Zeb2 knockout mice (*Zeb2* cKO) (Supplementary Fig. 2a). QPCR analysis indicated approximately a 50% reduction in cardiac *Zeb2* expression levels in *Zeb2* cKO mice compared to control (*Zeb2* fl/fl) (Supplementary Fig. 2b). Under baseline conditions deleting *Zeb2* from cardiomyocytes did not appear to induce any gross morphological or functional changes (Supplementary Table 1, and Fig. 2c–g).

**Fig. 2:**
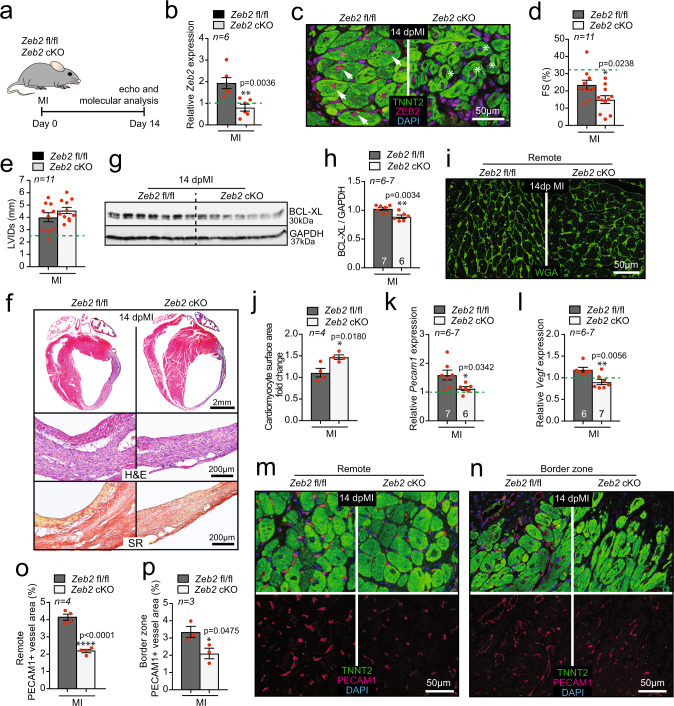
Cardiomyocyte-specific deletion of *Zeb2* impairs infarct healing. **a** Study design. **b** mRNA expression levels of *Zeb2* in *Zeb2* fl/fl and *Zeb2* cKO mice post-surgery. **c** Immunofluorescence for ZEB2, TNNT2, and DAPI of cardiac sections from *Zeb2* fl/fl and *Zeb2* cKO mice 14 dpMI. **d**–**e** Quantification of **d** fractional shortening (FS) and **e** left ventricular internal diameter in systole (LVIDs) from *Zeb2* fl/fl and *Zeb2* cKO mice post-surgery. **f** Representative images of cardiac four-chamber view (top panel), sections from infarcted areas stained with either H&E (second panel) or SR (third panel). **g** Representative WB for BCL-XL in tissue from *Zeb2* fl/fl and *Zeb2* cKO 14 dpMI and **h** its quantification. **i** WGA staining to measure cardiomyocyte surface area and **j** its quantification. **k**, **l** mRNA expression levels of **k** *Pecam1* and **l** *Vegf* in *Zeb2* fl/fl and *Zeb2* cKO mice post-surgery. **m**, **n** Immunofluorescence for PECAM1, TNNT2, and DAPI in **m** remote and **n** border zone. **o**, **p** quantification of PECAM1 positive blood vessel areas in histological sections of hearts from *Zeb2* fl/fl and *Zeb2* cKO mice 14 dpMI in (**m**, **n**). Green dashed line indicates sham Zeb2 fl/fl control. H&E indicates Hematoxylin and Eosin, SR indicates Sirius Red. White arrows show ZEB2 positive cardiomyocytes. White stars show ZEB2 negative cardiomyocytes. Data are represented as mean ± SEM, *p < 0.05, **p < 0.01, ****p < 0.0001, each dot indicates a biological replicate, n is indicated in figures. Comparison of two groups was performed with the unpaired, two-tailed Student’s *t*-test between Zeb2 cKO vs Zeb2 fl/fl post-MI (**b**, **d**, **e**, **h**, **j**, **k**, **l**, **o**, **p**). Source data are provided as a Source Data file.

Since we found ZEB2 to be upregulated in cardiomyocytes after ischemic stress, we next subjected adult *Zeb2* fl/fl and *Zeb2* cKO mice to sham or MI surgery and collected tissue 14 days later (Fig. 2a). Loss of ZEB2 exclusively from cardiomyocytes was confirmed by qPCR and immunofluorescence (Fig. 2b, c). Compared to the *Zeb2* fl/fl mice, *Zeb2* cKO mice experienced a greater cardiac dysfunction as measured by fractional shortening (FS) and a non-significant increase in left ventricular internal diameter in systole (LVIDs) post-MI (Fig. 2d, e, Supplementary Fig. 3a and Supplementary Table 2). We also observed an increase in infarct size in *Zeb2* cKO compared with *Zeb2* fl/fl mice, assessed by the percentage of the infarcted area of the total LV circumference (Supplementary Fig. 3b-c). These findings were corroborated by histological analysis showing a dilated infarcted region in the *Zeb2* cKO mice compared to controls (Fig. 2f). In line with the observed detrimental consequences of ZEB2 removal from cardiomyocytes, we observed a decrease in the expression of the pro-survival marker BCL-XL after ischemic injury in *Zeb2* cKO mice compared to controls (Fig. 2g–h). Additionally, cardiomyocytes in the remote area displayed a hypertrophic response due to *Zeb2* deletion, as indicated by WGA staining (Fig. 2i–j). Ischemia-induced heart failure is a consequence of impaired perfusion of the heart, and new blood vessel formation is a critical component of wound healing.^15^ We observed a significant reduction in the endothelial markers *Pecam1* and *Vegf1* in the infarcted *Zeb2* cKO hearts when compared to *Zeb2* fl/fl controls (Fig. 2k–l), which corresponded with an overall decrease in the percentage of PECAM1 positive vessels in the remote and border zone (Fig. 2m–p). A decrease in capillary density and expression of endothelial markers was also observed in Zeb2 cKO mice after sham, implying a vascular difference at baseline (Supplementary Fig. 3d–j). Together, these data indicate that Zeb2 inhibition in cardiomyocytes impairs cardiac function and promotes pathological remodeling after ischemic injury.

To start exploring the role of ZEB2 in the injured heart in more detail, we performed RNA-seq on cardiac tissue from *Zeb2* fl/fl and *Zeb2* cKO mice subjected to MI. 

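Heart tissue of 3 Zeb2 fl/fl and 3 Zeb2 cKO mice was collected 14 days after MI, and RNA depleted of ribosomal RNA was sequenced as strand-specific single-end reads of 75 bases. The methods place this tissue in the remote zone, whereas the labels of the deposited samples name the border region. The authors aligned the reads and counted them per gene of the Gencode M4 annotation (mouse build GRCm38) with the STAR workflow, and they deposited the counts without normalization. The table holds 38293 genes, of which 24115 had at least 1 count. Total counts were 40814054, 37288174 and 43378458 in Zeb2 fl/fl replicates 1, 2 and 3, and 51136331, 43293196 and 50813577 in Zeb2 cKO replicates 1, 2 and 3. The paper states a depth of 16.2 ± 1.9 M reads (mean ± SD), whereas the values given here use all counts in the table. Libraries were normalized with edgeR's TMM method and are given as CPM, counts scaled to the normalized library size. The groups were compared with edgeR's quasi-likelihood test in the 14746 genes that passed edgeR's filter on low counts, with Benjamini-Hochberg adjustment over these genes. For a single gene, 3 mice against 3 cannot give an exact permutation p under 0.1 (two-sided).

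Zeb2 (ENSMUSG00000026872) lies on the minus strand of chromosome 2 of GRCm38 from 44983632 to 45117395. The Cre recombinase deletes it in cardiomyocytes, while the counts come from all cells of the tissue. The paper's qPCR used RNA of heart ventricles, so it also covers all cells. It reports lower Zeb2 in Zeb2 cKO mice, at baseline and after MI. Zeb2 was at 61.3, 116.05 and 71.9 CPM in the Zeb2 fl/fl libraries (83.1 ± 29.0, mean ± SD, n = 3) and at 59.6, 72.6 and 66.5 CPM in the Zeb2 cKO libraries (66.2 ± 6.51, SD, n = 3), in the order of the replicates. Its log2 fold change was -0.33 (standard error 0.25, adjusted p = 0.957 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The libraries of the groups overlapped (exact permutation test, two-sided p = 0.5). Without Zeb2 fl/fl replicate 2 the log2 fold change was -0.0058, and with the mean of macrophage marker genes as a covariate, the setting that moved it most, it was -0.0017.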

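Between Zeb2 cKO and Zeb2 fl/fl hearts, 3335 of the tested genes had a log2 fold change under -0.2 and 2351 had one over 0.2. An unadjusted p under 0.05 from edgeR's quasi-likelihood test was also reached by 127 of the lower and 153 of the higher genes. After Benjamini-Hochberg adjustment, 0 genes had a p under 0.05 in either direction, beside 280 genes at an unadjusted p under 0.05. The common biological coefficient of variation was 0.243. In 938 genes (6.36% of those tested) all 3 libraries of one genotype lay above all 3 of the other, where chance gives 10%. Of these, 438 were lower and 500 were higher in Zeb2 cKO hearts. The sum of lower and higher genes past the fold change cutoff changed most without a filter on low counts, to 7350 lower and 6797 higher genes. Without Zeb2 fl/fl replicate 2, 1753 genes were under -0.2 and 2120 over 0.2, and 1007 of the genes that were under -0.2 with all 6 libraries remained there.

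The lower gene with the smallest unadjusted p, Shisa3, was at 2.20 ± 0.689 CPM in Zeb2 fl/fl and 0.757 ± 0.176 CPM in Zeb2 cKO hearts (SD, n = 3 each), with a log2 fold change of -1.53 (standard error 0.31). Next came Gdf15 with a log2 fold change of -1.75, Nr4a3 with -0.93, Clec4e with -1.60 and Gm6030 with -1.32. Among the higher genes, Gm15610 was at 3 or fewer counts in every Zeb2 fl/fl library. Brinp1, the next of them, had a log2 fold change of 2.40, Gm12409 of 2.09, Adig of 1.83 and Urah of 1.69. Brinp1, Gm12409, Adig and Urah were at 8 or fewer counts in every Zeb2 fl/fl library, so their fold changes rest on few counts. Gm6030 and Gm15610 are annotated as processed pseudogenes whose whole transcripts lie within stretches of at least 95% identity to other genes, so their counts are uncertain, and 8.54% of the longest Urah transcript is shared in this way. In each of these 10 genes the Zeb2 cKO libraries all lay on one side of the Zeb2 fl/fl libraries (exact permutation test, two-sided p = 0.1). Without Zeb2 fl/fl replicate 2, the lower genes ran from -1.53 (Shisa3) to -1.01 (Nr4a3) in log2 fold change. The higher genes then ran from 1.46 (Urah) to 3.13 (Gm15610). All 10 were picked by their p in these same data.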

In doing so, we found 2339 (-0,2 Log2 fold change) downregulated and 1599 (0,2 Log2 fold change) upregulated genes (Supplementary Fig. 4a and Supplementary Data 3). The differential expression of the top regulated genes could be confirmed by qPCR in a larger sample set (*n* = 7) (Supplementary Fig. 4b-c). Pathway analysis showed that upregulated genes were mainly linked to metabolic pathways (Supplementary Fig. 4d), whereas downregulated genes were involved in, among others, focal adhesion, PI3K-Akt signaling, and regulation of actin cytoskeleton (Supplementary Fig. 4e), suggesting a decline in cell survival and angiogenic response in *Zeb2* cKO hearts compared to wild type littermates^16–19^. This overrepresentation of pathways involved in ECM and vasculature maintenance indicated that deleting *Zeb2* did not only affect cardiomyocytes but also other cell types, suggesting a cell non-autonomous function mediated by ZEB2 (Supplementary Fig. 4e).

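Each pathway was represented by a list of its genes, and 11 such lists, for pathways and for cell types, were tested with limma's camera test on log2 CPM with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the lists. Differences are between Zeb2 cKO and Zeb2 fl/fl hearts, relative to all tested genes. The mean log2 difference was -0.17 for 97 focal adhesion genes (adjusted p = 0.00542), -0.085 for 111 genes of PI3K-Akt signaling outside integrins and matrix (adjusted p = 0.0218) and -0.14 for 105 genes of the regulation of actin cytoskeleton (adjusted p = 0.000367). Among the metabolic lists it was 0.21 for 84 nuclear-encoded genes of oxidative phosphorylation (adjusted p = 2.17e-08), 0.21 for 30 genes of the tricarboxylic acid cycle (adjusted p = 0.000365) and 0.28 for 56 genes of fatty acid oxidation (adjusted p = 7.73e-08). In each of these 6 lists the difference between the group means was smaller than the SD of the 3 Zeb2 fl/fl libraries. The mean of the focal adhesion genes, relative to the mean of the 6 libraries, was -0.096, 0.41 and -0.039 in Zeb2 fl/fl replicates 1, 2 and 3, and -0.20, -0.12 and 0.052 in the Zeb2 cKO replicates. When camera estimated the correlation within each list, or limma's fry test replaced it, 0 of the 11 lists had an adjusted p under 0.05, beside 280 single genes with an unadjusted p under 0.05. The differences without Zeb2 fl/fl replicate 2 were -0.030, -0.027 and -0.031 for focal adhesion, PI3K-Akt signaling and the actin cytoskeleton, and -0.012, -0.046 and -0.019 for oxidative phosphorylation, the tricarboxylic acid cycle and fatty acid oxidation.

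**Figure D1:**
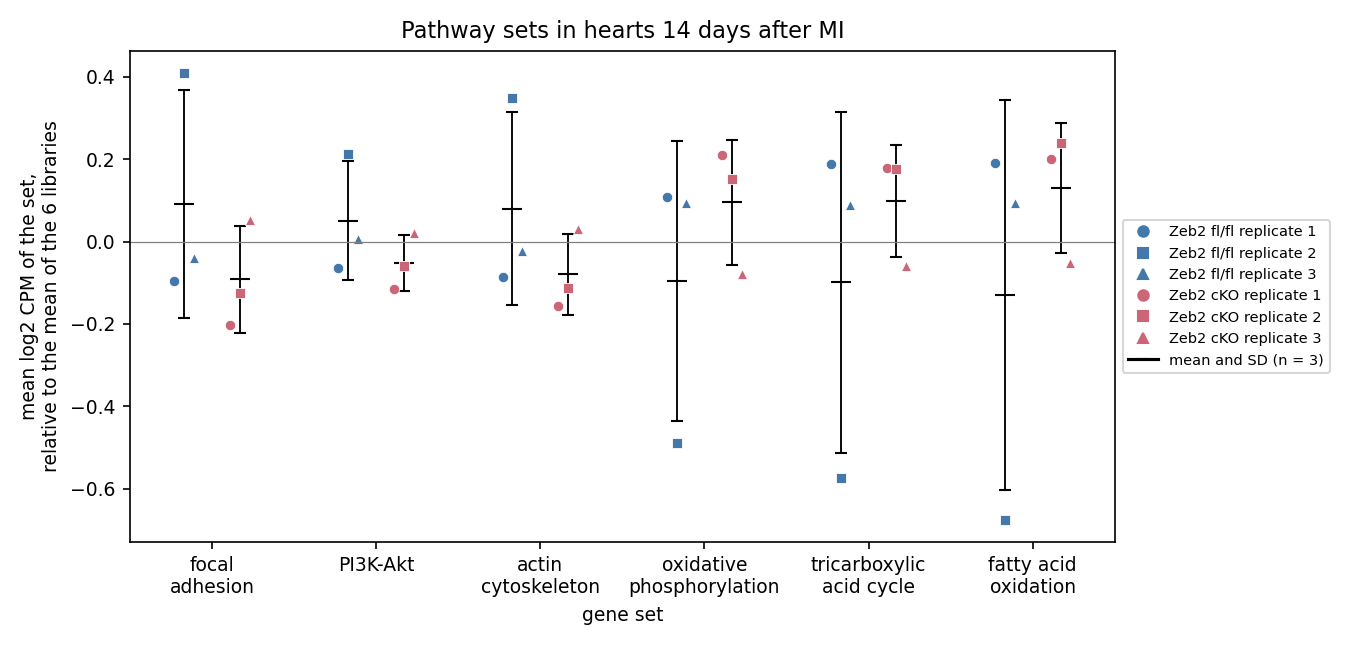
Mean log2 CPM of 6 pathway gene lists in each library, relative to the mean of the 6 libraries, with points for the 3 Zeb2 fl/fl and the 3 Zeb2 cKO replicates and bars for the mean and SD of each group (n = 3). Zeb2 fl/fl replicate 2 is the highest library for focal adhesion (0.41) and the lowest for fatty acid oxidation (-0.67).

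Among genes with a log2 fold change under -0.2 were 38 of the 97 focal adhesion genes (39.2%, adjusted p = 0.000641 from a one-sided Fisher's exact test), 41 of the 111 PI3K-Akt genes (36.9%, adjusted p = 0.00136) and 39 of the 105 actin cytoskeleton genes (37.1%, adjusted p = 0.00143). Above 0.2 were 28 of the 84 oxidative phosphorylation genes (33.3%, adjusted p = 0.000278), 12 of the 30 tricarboxylic acid cycle genes (40%, adjusted p = 0.00331) and 31 of the 56 fatty acid oxidation genes (55.4%, adjusted p = 7.90e-11). The background was all tested genes, and genes in a list are not independent of each other. These shares were, without Zeb2 fl/fl replicate 2, 7.22%, 9.01%, 5.71%, 2.38%, 3.33% and 1.79%.

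Spp1, the focal adhesion gene with the smallest p, was at 3.35, 35.98 and 3.70 CPM in the Zeb2 fl/fl libraries and at 1.94, 0.991 and 3.11 CPM in the Zeb2 cKO libraries, a log2 fold change of -2.83 (standard error 1.01) that was -0.79 without Zeb2 fl/fl replicate 2. A stretch of 12.0% of its longest transcript is shared with another gene at 95% identity or more. Hsdl2 of fatty acid oxidation rose from 75.8 ± 20.6 to 98.1 ± 13.3 CPM (SD, n = 3 each), a log2 fold change of 0.37 (standard error 0.23). Its groups overlapped, and its log2 fold change was 0.17 without Zeb2 fl/fl replicate 2. Cox7c of oxidative phosphorylation, with 32.9% of its longest transcript shared with other genes and thus uncertain, had a log2 fold change of 0.65 (standard error 0.20) and no overlap of the groups. Without Zeb2 fl/fl replicate 2 it was 0.75 for Cox7c.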

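Lists of extracellular matrix genes and of marker genes of cell types were tested in the same way. Relative to all tested genes, the mean log2 difference between Zeb2 cKO and Zeb2 fl/fl hearts was -0.60 for 94 matrix genes (adjusted p = 1.15e-11 from camera), -0.45 for 50 fibroblast genes (adjusted p = 1.44e-05) and -0.54 for 87 macrophage genes (adjusted p = 1.15e-11). It was 0.087 for 67 endothelial genes (adjusted p = 0.0299) and 0.18 for 70 contractile and calcium handling genes of cardiomyocytes (adjusted p = 0.000367). Relative to the mean of the 6 libraries, the matrix genes were at -0.32, 1.39 and -0.15 in Zeb2 fl/fl replicates 1, 2 and 3 (0.31 ± 0.94, SD, n = 3) and at -0.57, -0.39 and 0.021 in the Zeb2 cKO replicates (-0.31 ± 0.30, SD, n = 3). The endothelial genes were at -0.035 ± 0.20 in Zeb2 fl/fl and 0.035 ± 0.15 in Zeb2 cKO hearts (SD, n = 3 each). Leaving out Zeb2 fl/fl replicate 2 gave a difference of -0.085 for the matrix, 0.067 for the fibroblast, -0.012 for the macrophage, -0.049 for the endothelial and -0.11 for the cardiomyocyte genes.

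**Figure D2:**
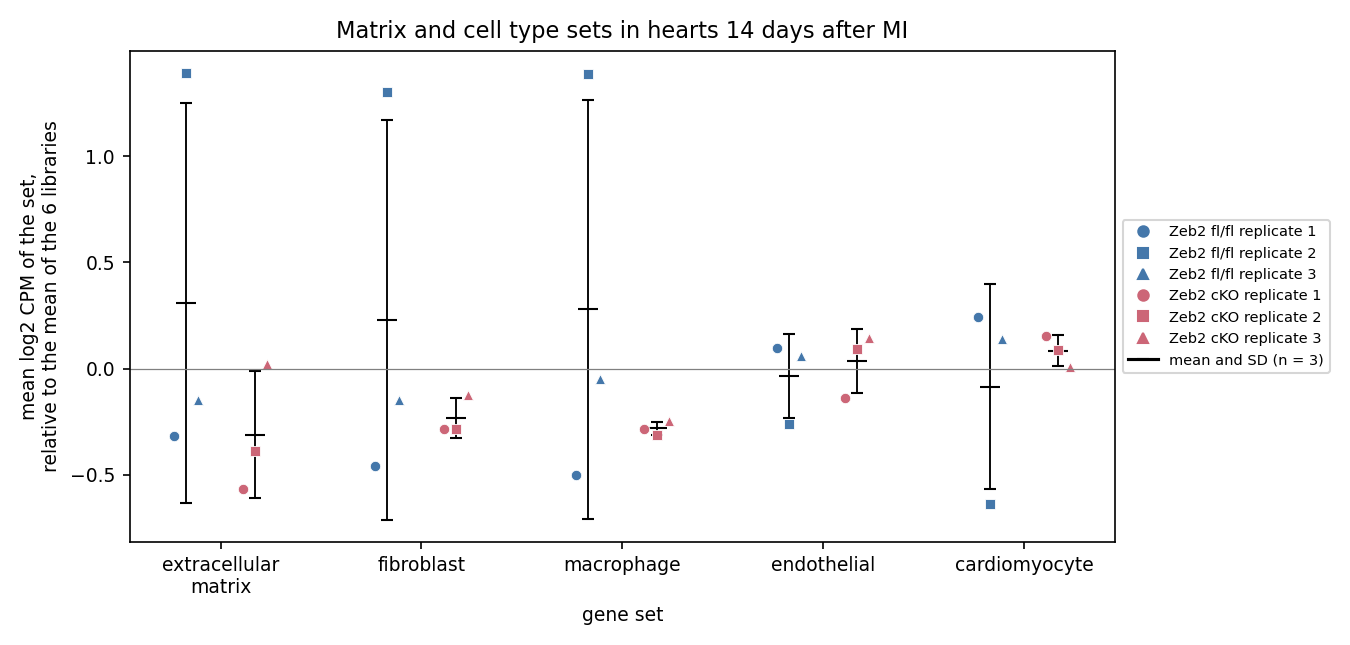
Mean log2 CPM of the matrix genes and of the marker genes of 4 cell types in each library, relative to the mean of the 6 libraries, with points for the 3 Zeb2 fl/fl and the 3 Zeb2 cKO replicates and bars for the mean and SD of each group (n = 3). Zeb2 fl/fl replicate 2 lies above the other 5 libraries for matrix (1.39), fibroblast (1.30) and macrophage (1.39) genes and below them for endothelial (-0.26) and cardiomyocyte (-0.64) genes.

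A log2 fold change under -0.2 was found in 77 of the 94 matrix genes (81.9%), 39 of the 50 fibroblast genes (78%), 80 of the 87 macrophage genes (92.0%) and 10 of the 67 endothelial genes (14.9%), of which 17 (25.4%) were over 0.2. Without Zeb2 fl/fl replicate 2 the share was 18.1% for matrix, 10% for fibroblast and 14.9% for macrophage genes. Col8a2, the matrix gene with the second smallest p after Spp1, was at 4.49, 76.2 and 6.95 CPM in the Zeb2 fl/fl libraries and at 3.08, 3.48 and 5.17 CPM in the Zeb2 cKO libraries, a log2 fold change of -2.90 (standard error 1.07) that was -0.54 without Zeb2 fl/fl replicate 2. Col11a1 had a log2 fold change of -3.40 (standard error 1.40), and of 0.21 without that library. The endothelial gene Aplnr rose from 42.5 ± 5.18 to 54.2 ± 12.6 CPM (SD, n = 3 each), a log2 fold change of 0.35 (standard error 0.20), with overlapping groups. From pathways of the extracellular matrix and the vasculature among the downregulated genes, the paper reasons that the deletion in cardiomyocytes also affected other cell types, and it proposes a cell non-autonomous function of ZEB2.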

### ZEB2 promotes cross-talk between cardiomyocytes and other cardiac cell types

Based on the cell non-autonomous effects observed after ZEB2 deletion from cardiomyocytes, we set out to determine whether ZEB2 might be regulating factors that are released from injured cardiomyocytes. To this end, we inhibited ZEB2 in hypoxic neonatal rat cardiomyocytes (NRCMs), after which we collected the conditioned medium and added it on either freshly cultured NRCMs or the non-cardiomyocyte fraction of cells (non-CMs) from the same isolation (Supplementary Fig. 5a). Subsequently, we collected RNA from both conditions and measured the expression of ECM/fibrotic and endothelial markers. We did not observe any significant differences in the cardiomyocyte fraction when exposed to the conditioned medium from treated cardiomyocytes (Supplementary Fig. 5b). However, in using the same conditioned medium, the non-CMs cells did show a decrease in ECM/fibrotic and endothelial genes (Supplementary Fig. 5c).

To study the cellular effects of the conditioned medium in more detail, we exposed both fibroblasts (NIH-3T3) and endothelial cells (HUVECs) to medium from ZEB2-overexpressing cardiomyocytes (H10) (Fig. 3a). To narrow our focus, we fractionated the conditioned medium and screened for the fraction that had the biggest effect on non-CMs populations (Fig. 3b). Treating NIH-3T3 cells and HUVECs with the conditioned medium showed no apparent effects on morphology or activation. Conditioned medium of the ZEB2-overexpressing cardiomyocytes containing the smaller proteins did however induce an increase in endothelial cell migration (Fig. 3c–f) and the expression of angiogenesis-related genes (Fig. 3g–h). Based on these data, we performed mass spectrometry (MS) on the fraction containing proteins of sizes between 3 and 30 kDa. Among the proteins that were detected to be enriched in the supernatant of the ZEB2-overexpressing cells, we identified 40 plasma proteins based on the Human Protein Atlas database https://www.proteinatlas.org/search. Since we were searching for factors directly regulated by ZEB2, out of these 40 plasma proteins, we selected genes that were found to be downregulated in the RNA-seq dataset from the *Zeb2* cKO hearts (*n* = 11) (Fig. 3i and Supplementary Data 4). 

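The sheets of Supplementary Data 4 on plasma proteins name 40 proteins, and 37 of their genes were tested in the RNA-seq data. A log2 fold change under -0.2 was found for 12 of them and one over 0.2 for 2, and 23 lay between. The 11 genes the paper selected were all under -0.2 with all 6 libraries. Over the whole table their adjusted p was 0.957 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Adjusted over the 11 genes alone it was between 0.374 and 0.442, although the list was itself chosen on these data. In each of them the groups overlapped. Without Zeb2 fl/fl replicate 2, 0 of the 11 were under -0.2, beside 393 genes with an unadjusted p under 0.05 in that comparison, and with any other single library left out 9 to 11 were.

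Tmsb4x (chromosome X of GRCm38, 167207093 to 167209315) was at 121, 318 and 164 CPM in Zeb2 fl/fl replicates 1, 2 and 3 (201 ± 104, SD, n = 3) and at 134, 143 and 159 CPM in the Zeb2 cKO replicates (145 ± 12.9, SD, n = 3), a log2 fold change of -0.47 (standard error 0.35) that was 0.031 without Zeb2 fl/fl replicate 2. Ptma (chromosome 1, 86526726 to 86530712) was at 16.2, 37.8 and 17.9 CPM in the Zeb2 fl/fl replicates and at 15.4, 16.3 and 18.7 CPM in the Zeb2 cKO replicates, a log2 fold change of -0.52 (standard error 0.32), and of -0.022 without that library. Exact permutation tests gave a two-sided p of 0.6 for Tmsb4x and 0.5 for Ptma. Of the longest Ptma transcript, 75.7% lies in stretches of at least 75 bases and 95% identity to other genes, so its count is uncertain. The log2 fold change was -0.91 for Basp1, -0.44 for Dynll1, -0.38 for Ywhab, -0.32 for Tapbp, -0.31 for Tmsb10, -0.26 for Spcs2, -0.22 for Clic1 and -0.22 for Rack1, with standard errors from 0.21 for Tapbp to 0.61 for Basp1. Without Zeb2 fl/fl replicate 2, Basp1, Tmsb10, Spcs2, Clic1 and Rack1 had log2 fold changes above 0, from 0.025 to 0.20. Near-identical stretches make up 59.9% of the longest transcript of Tmsb10, 27.0% of Tapbp, 23.4% of Spcs2, 18.1% of Dynll1 and 3.41% of Rack1, whose counts are uncertain to that extent, and none of Basp1, Tmsb4x, Ywhab and Clic1.

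**Figure D3:**
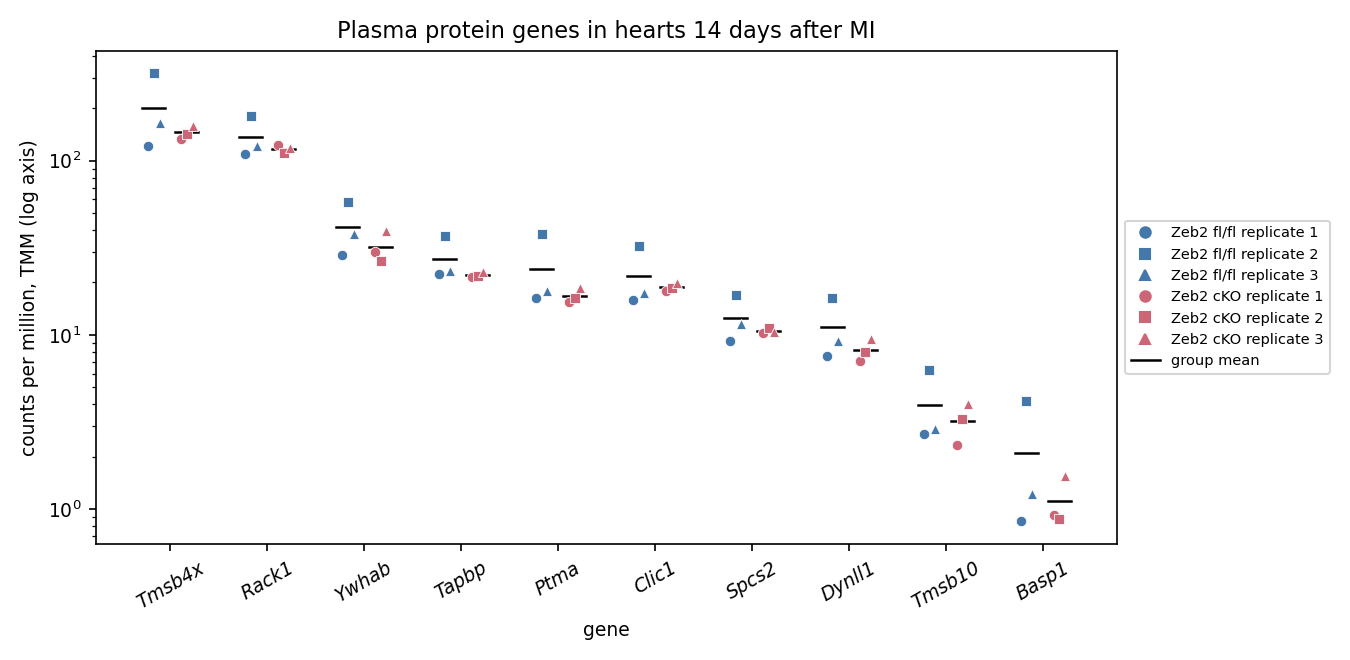
CPM (log axis) of 10 of the plasma protein genes in the 3 Zeb2 fl/fl and the 3 Zeb2 cKO libraries, with lines for the group means. Zeb2 fl/fl replicate 2 is the highest library for each gene shown, for example 318 CPM for Tmsb4x and 37.8 CPM for Ptma.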

Overexpression or knockdown of *Zeb2* (Fig. 3j–k), resulted in an increase or decrease of the 11 identified factors, respectively (Fig. 3l–m), indicating a regulatory effect of ZEB2 on the expression of these genes. Together these data suggest that ZEB2 regulates the secretion of factors from cardiomyocytes that directly affect endothelial cell migration.

**Fig. 3:**
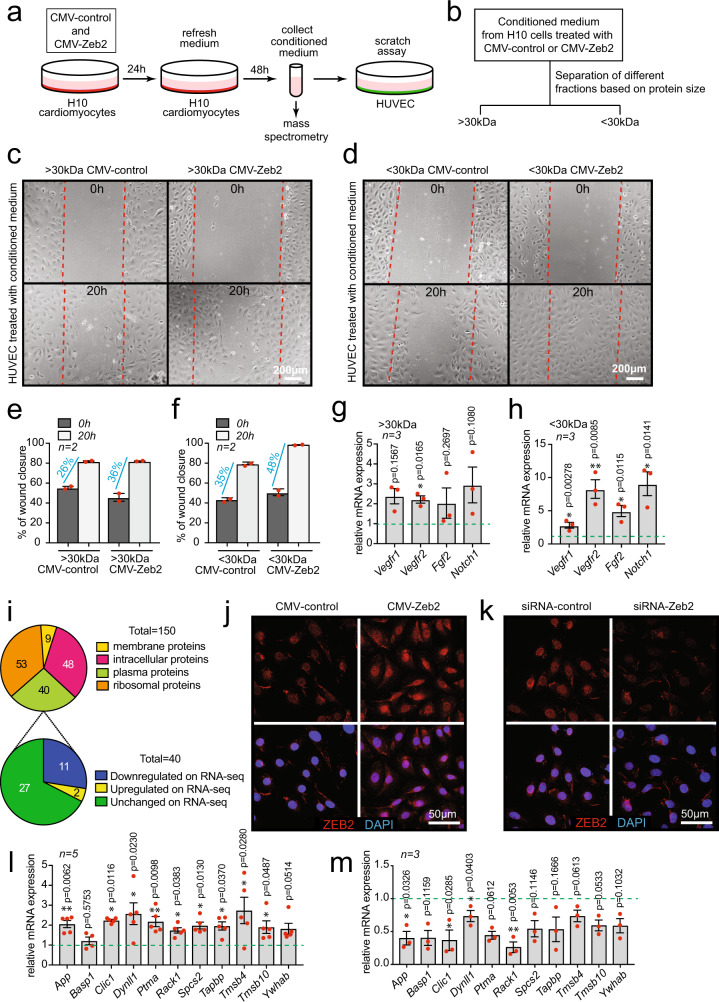
Mass spectrometry to identify ZEB2 targets. **a** Experimental setup. **b** Fractionation strategy of conditioned medium for mass spectrometry purposes. **c**-**d** Representative images of scratch assay in HUVECs treated with the indicated conditioned media at 0 and 20 hours after treatment. **e**-**f** Quantification of wound closure from (**c**-**d**). **g**-**h** mRNA expression levels of *Vegfr1, Vegfr2*, *Fgf2,* and *Notch1* in HUVECs after treatment with conditioned medium. **i** Pie charts showing numbers of proteins identified by mass spectrometry in fraction 3-30 kDa. **j** ZEB2 overexpression in H10 cells and **k** ZEB2 inhibition in NRCMs. **l**-**m** Validation of mRNA expression of genes encoding for the 11 selected proteins identified by mass spectrometry in (**I**). Green dashed line indicates corresponding control. Data are represented as mean ± SEM, *p < 0.05, **p < 0.01, each dot indicates a biological replicate, n is indicated in figures. Comparison of two groups was performed with the unpaired, two-tailed Student’s *t*-test compared to the control indicated as green dashed line (**g**, **h**, **l**, **m**). Source data are provided as a Source Data file.

### Pro-angiogenic factors TMSB4 and PTMA are regulated by ZEB2

To start exploring the direct effect of ZEB2 on these circulating factors in vivo, we first set out to measure their expression levels in *Zeb2* cKO mice subjected to MI. While the expression of many factors did not change in *Zeb2* cKO mice post-MI, we observed a significant downregulation for *Tmsb4, Ptma, Rack1* and *Dynll1* (Fig. 4a–b, Supplementary Fig. 6a–i). Interestingly, *Tmsb4* and *Ptma* are actively secreted factors that have previously been associated with endothelial cell migration and angiogenesis^7,8,20^. Immunofluorescence validated a reduction of TMSB4 and PTMA protein in injured *Zeb2* cKO hearts 14 days post-MI (14 dpMI) (Fig. 4c–d). As we saw an induction of ZEB2 after ischemic injury in mice, we next measured whether this was also true for *Tmsb4* and *Ptma*. All three genes showed a transcriptional activation post-MI with a peak in expression 3-7 days after injury (Fig. 4e–g). This positive correlation between the expression of *ZEB2* and the *TMSB2* and *PTMA* could also be confirmed in cardiac samples from patients suffering from ischemic heart disease (Fig. 4h–i), suggesting a conserved mechanism. These data imply a possible regulation of *Tmsb4* and *Ptma* by ZEB2 most likely due to multiple ZEB2 binding sites present in close proximity to the transcription starting site (TSS) in *Tmsb4* and *Ptma* in mouse and human (Supplementary Fig. 6j). Additionally, we made use of existing ChIP-seq data (https://www.encodeproject.org/targets/ZEB2-human/) and identified ZEB2 binding motifs in enhancer regions of both TMSB4 and PTMA (Supplementary Fig. 6k-l), indicating that ZEB2 protein can directly bind to those enhancers causing an increase in TMSB4 and PTMA expression.

**Fig. 4:**
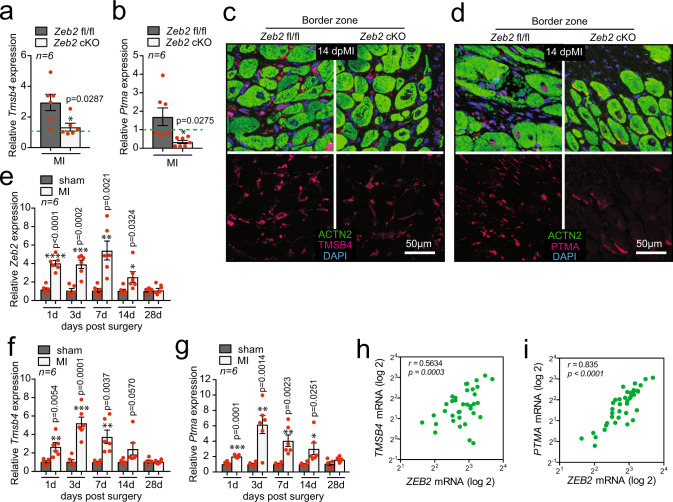
*Tmsb4* and *Ptma* as ZEB2 target genes. **a**-**b** mRNA expression levels of **a** *Tmsb4* and **b** *Ptma* in *Zeb2* fl/fl and *Zeb2* cKO mice post-surgery. **c**-**d** Immunofluorescence for **c** TMSB4, ACTN2, and DAPI and **d** PTMA, ACTN2, and DAPI of histological sections of hearts from *Zeb2* fl/fl and *Zeb2* cKO mice 14 dpMI. **e**-**g** mRNA expression levels of **e** *Zeb2*, **f** *Tmsb4,* and **g** *Ptma* in mice subjected to MI for different time periods. **h**-**i** 1-Pearson correlation between *ZEB2* and **h** *TMSB4* and **i** *PTMA* in human ischemic hearts. Green dashed line indicates sham Zeb2 fl/fl control. Data are represented as mean ± SEM, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, each dot indicates a biological replicate, n is indicated in figures. Comparison of two groups was performed with the unpaired, two-tailed Student’s *t*-test, between Zeb2 cKO vs Zeb2 fl/fl post-MI (**a**, **b**) and between sham vs MI at different time points (**e**, **f**, **g**). Source data are provided as a Source Data file.

### TMSB4 and PTMA from cardiomyocytes drive endothelial cell migration and proliferation

To examine the secretory and pro-angiogenic effect of TMSB4 and PTMA from cardiomyocytes, we infected human iPSC-derived cardiomyocytes with adeno-associated viruses overexpressing either ZEB2, TMSB4 or PTMA in the absence or presence of a siRNA targeting ZEB2 or a control (Supplementary Fig. 7a). This resulted in an increase or decrease in expression compared to control cells, as indicated by qPCR analysis (Supplementary Fig. 7b-e). Conditioned medium from cardiomyocytes overexpressing ZEB2, TMSB4 or PTMA enhanced the migration of endothelial cells, with no apparent additive effect when overexpressing both TMSB4 or PTMA (Supplementary Fig. 7f-g). Conversely, exposing endothelial cells to conditioned medium from iPSC-derived cardiomyocytes treated with a siRNA against ZEB2, lowered endothelial cell migration (Supplementary Fig. 7h-i). However, this inhibitory effect could be rescued by the conditioned medium from cardiomyocytes, where ZEB2 inhibition was followed by overexpression of TMSB4 or PTMA (Supplementary Fig. 7h-i). Additionally, we performed sprout formation and proliferation assays to further validate the importance of ZEB2 in different aspects of the angiogenic response. To this end, we treated iPSC-derived cardiomyocytes with siRNA-control, siRNA-ZEB2, siRNA-TMSB4, siRNA-PTMA and a combination of siRNA-TMSB4 and siRNA-PTMA (Fig. 5a). Next, we collected conditioned medium from treated cardiomyocytes and used it to treat HUVECs (Fig. 5a). In doing so observed that ZEB2 inhibition in cardiomyocytes resulted in a significant decrease in the number of sprouts per spheroid and a non-significant decrease in cumulative sprout length per spheroid (Fig. 5b–d). Inhibition of TMSB4 and PTMA separately did not affect the number and length of sprouts, but when inhibited together, it showed a comparable effect as ZEB2 inhibition (Fig. 5b–d). We also analyzed endothelial cell proliferation and observed a significant decrease in EdU positive nuclei when treated with conditioned medium from ZEB2-inhibited cardiomyocytes (Fig. 5e–f). Even though we did not reach significance in the decrease of EdU positive HUVECs in TMSB4 and PTMA-treated conditions, we did observe a very pronounced decrease in the expression of cell cycle genes in all conditions (Fig. 5g–i). Conversely, when we used conditioned medium from cardiomyocytes overexpressing ZEB2, TMSB4, PTMA and a combination of TMSB4 and PTMA (Fig. 6a), we observed that overexpression of ZEB2 in cardiomyocytes increased sprout number and cumulative sprout length per spheroid in the presence of VEGF (Fig. 6b–d). Conditioned medium from TMSB4-expressing cardiomyocytes enhanced those effects even without VEGF treatment (Fig. 6b–d). Additionally, all treatments were able to increase proliferation in HUVECs, as indicated by EdU incorporation (Fig. 6e–f).

**Fig. 5:**
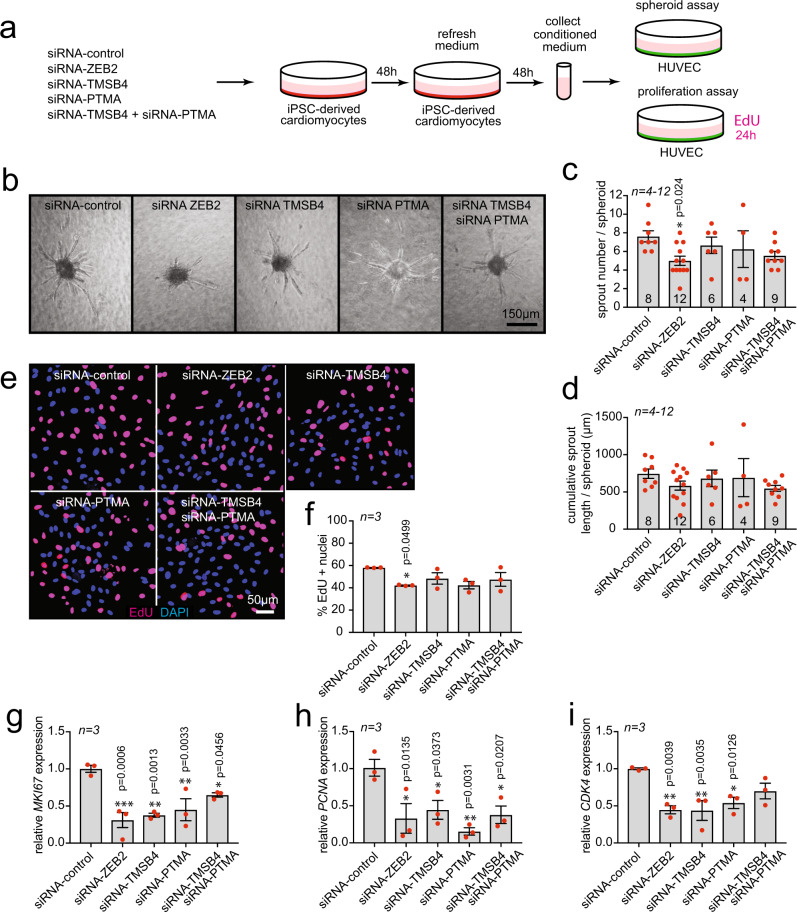
Knock-down of ZEB2, TMSB4, and PTMA in cardiomyocytes inhibits endothelial cell migration and proliferation. **a** Experimental setup. **b** Representative images of sprouts formed by HUVECs upon treatment indicated in (**a**). **c** Quantification of sprouts number per spheroid. **d** Quantification of cumulative sprout length per spheroid. Data in **b**-**d** is from one experiment with 4-12 biological replicates. **e** Representative immunofluorescent images of HUVECs treated as indicated in (**a**), nuclei stained for DAPI and EdU. **f** Quantification of EdU positive nuclei. **g**-**i** mRNA expression levels of **g** *Mki67*, **h** *Pcna* **i** *Cdk4* in HUVECs treated with conditioned medium from (**a**). Data are represented as mean ± SEM, each dot indicates a biological replicate, n is indicated in figures. Data were analyzed by ordinary one-way ANOVA with Dunnett’s multiple comparison test (**c**, **d**, **f**, **g**, **h**, **i**). Source data are provided as a Source Data file.

**Fig. 6:**
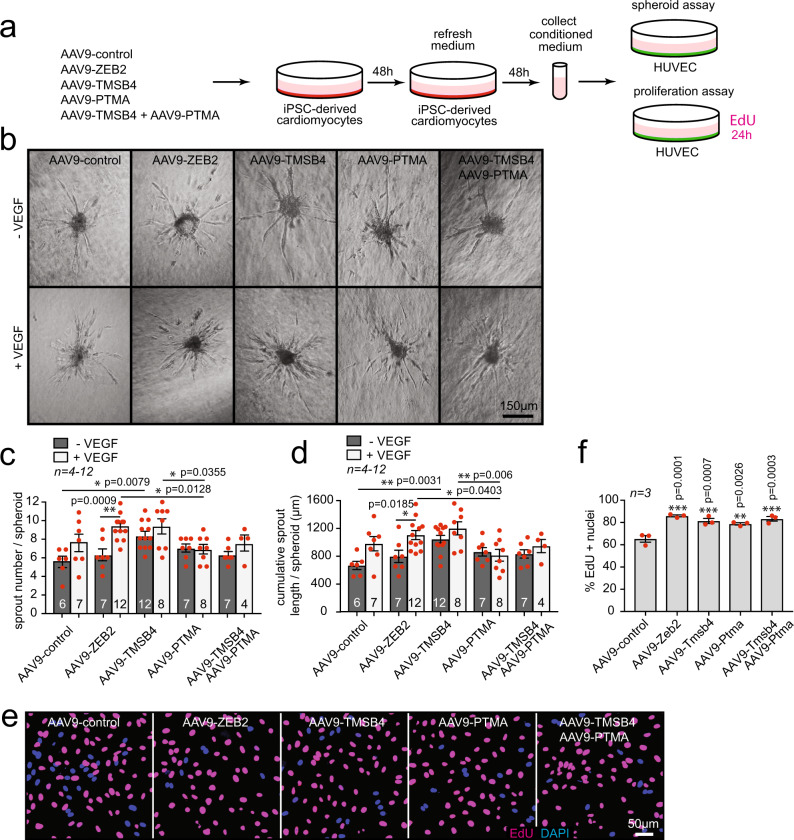
Overexpression of ZEB2, TMSB4, and PTMA in cardiomyocytes enhances endothelial cell migration and proliferation. **a** Experimental setup. **b** Representative images of sprouts formed by HUVECs upon treatment indicated in (**a**). **c** Quantification of sprouts number per spheroid. **d** Quantification of cumulative sprout length per spheroid. Data in **b**-**d** is from one experiment with 4-12 biological replicates. **e** Representative immunofluorescent images of HUVECs treated as indicated in (**a**), nuclei stained for DAPI and EdU. **f** Quantification of EdU positive nuclei. Data are represented as mean ± SEM, *p < 0.05, **p < 0.01, ***p < 0.001, each dot indicates a biological replicate, n is indicated in figures. Data were analyzed by ordinary one-way ANOVA with Dunnett’s multiple comparison test (**f**) and with two-way ANOVA with Sidak’s multiple comparison test (**c**, **d**). Source data are provided as a Source Data file.

These findings support the notion that ZEB2 mediates endothelial cell migration and proliferation, at least partially via the secretion of TMSB4 or PTMA from cardiomyocytes.

### Genetic overexpression of ZEB2 protects the heart from ischemic damage and promotes an angiogenic response

Based on the detrimental phenotype observed after ZEB2 removal from cardiomyocytes, we generated cardiomyocyte-specific ZEB2 overexpressing mice (*Zeb2* cTg). To do so, we crossed Rosa26-LoxSTOPLox-ZEB2 mice^21^ with mice overexpressing Cre recombinase under the control of the cardiac-specific α-myosin heavy chain promoter (αMHC-Cre Tg)^22^ (Supplementary Fig. 8a-b). Overexpression of *Zeb2* was confirmed by qPCR for *Zeb2* (and *eGFP*) (Supplementary Fig. 8c-d). Compared to WT littermates, we did not observe any morphological or functional effects of ZEB2 overexpression under baseline conditions (Supplementary Fig. 8e–g and Supplementary Table 3).

To study the function of ZEB2 overexpression during an ischemic event, we subjected *Zeb2* cTg mice to MI for 14 days, after which we performed functional and molecular analyses (Fig. 7a). *Zeb2* cTg-based overexpression was confirmed on mRNA (Fig. 7b–c) and protein level (Fig. 7d, Supplementary Fig. 9a). Echocardiography showed an improvement in cardiac function (FS), a decline in left ventricular internal diameter (LVIDs), and smaller infarct size in mice overexpressing ZEB2 in cardiomyocytes (Fig. 7e–f, Supplementary Fig. 9b–d and Supplementary Table 4). This was confirmed by histology showing better maintenance of cardiac morphology of the infarcted region in the *Zeb2* cTg mice with a reduction in the fibrotic response (Fig. 7g).

**Fig. 7:**
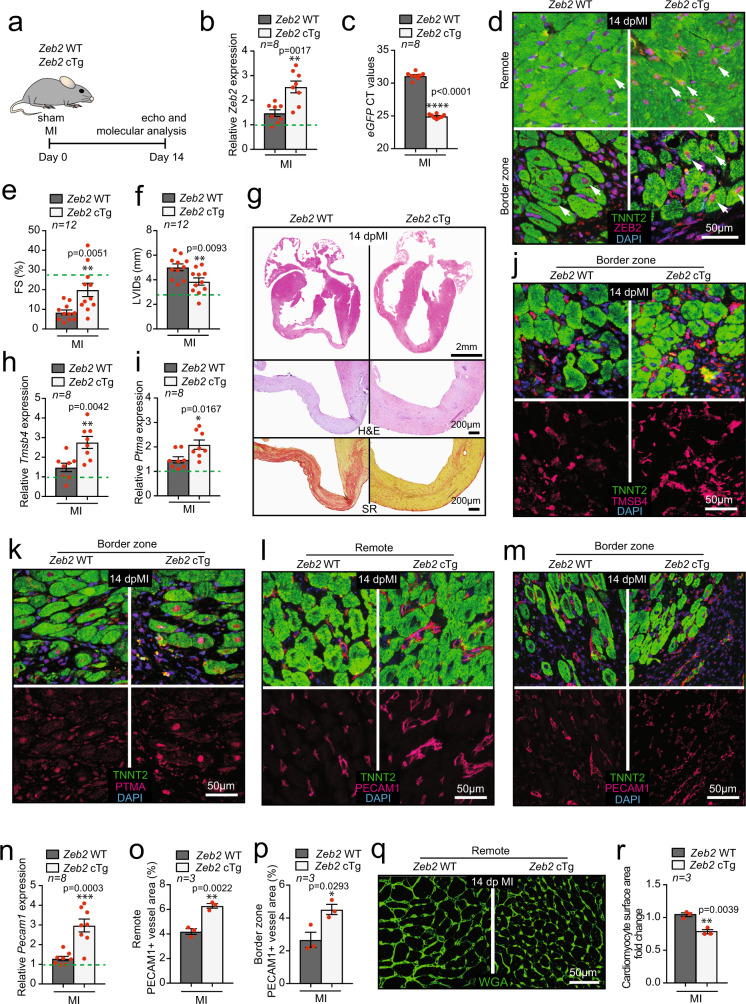
Genetic overexpression of ZEB2 protects the heart from ischemic damage. **a** Study design. **b**-**c** mRNA expression level of **b** *Zeb2*, **c** *eGFP* (CT values) in *Zeb2* WT and *Zeb2* cTg mice post-surgery. **d** Immunofluorescence for ZEB2, TNNT2 and DAPI of histological sections of hearts from *Zeb2* WT and *Zeb2* cTg mice 14 dpMI. **e**-**f** Quantification of **e** fractional shortening (FS) and **f** left ventricular internal diameter in systole (LVIDs) from *Zeb2* WT and *Zeb2* cTg mice post-surgery. **g** Representative images of cardiac four-chamber view (top panel) and sections of infarcted areas stained with H&E (second panel) or SR (third panel). **h**, **i** mRNA and **j**, **k** protein expression levels of *Tmsb4 and Ptma* in *Zeb2* WT and *Zeb2* cTg mice post-surgery. **l**-**m** Immunofluorescence for PECAM1, TNNT2, and DAPI in l remote and m border zone in hearts from *Zeb2* WT and *Zeb2* cTg mice post-MI. **n** mRNA expression levels of *Pecam1* in hearts from *Zeb2* WT and *Zeb2* cTg mice post-surgery. **o**-**p** quantification of PECAM1 positive blood vessel area in histological sections from (**l**-**m**). **q** WGA staining to measure cardiomyocyte surface area and **r** its quantification. Green dashed line indicates sham Zeb2 WT control. H&E indicates Hematoxylin and Eosin, SR indicates Sirius Red. White arrows show ZEB2 positive cardiomyocytes. Data are represented as mean ± SEM, *p < 0.05, **p < 0.01, ***p < 0.001, each dot indicates a biological replicate, n is indicated in figures. Comparison of two groups was performed with the unpaired, two-tailed Student’s *t*-test between Zeb2 cTg vs Zeb2 WT post-MI (**b**, **c**, **e**, **f**, **h**, **i**, **n**, **o**, **p**, **r**). Source data are provided as a Source Data file.

Contrary to the observations made in the *Zeb2* cKO mice, we detected a significant increase in *Tmsb4 and Ptma* in response to ZEB2 overexpression (Fig. 7h–k). This corresponded with an increase in *Pecam1* at both the mRNA and protein levels (Fig. 7l–n) and an overall increase in the PECAM1 positive area in the *Zeb2* cTg hearts in the remote and border zone (Fig. 7o–p). Additionally, we already observed a mild increase in capillary density and endothelial markers under sham conditions, which can potentially contribute to the enhanced angiogenesis post-MI (Supplementary Fig. 9e-k**)**. In line with the protective consequences of overexpressing ZEB2 in cardiomyocytes, we observed an increase in the expression of the pro-survival gene BCL-XL in *Zeb2* cTg mice post-MI (Supplementary Fig. 9l-m). This corresponded to a reduction in cardiomyocyte hypertrophy in the remote area of the *Zeb2* cTg hearts, as indicated by WGA staining (Fig. 7q–r).

Together these data demonstrated that transgenic overexpression of ZEB2 in cardiomyocytes induces a cardioprotective response due to an improved angiogenesis post-MI.

### AAV9-mediated ZEB2 delivery is therapeutically beneficial

To explore the increase in ZEB2 in a therapeutically relevant manner, we made use of AAV9-mediated gene transfer, previously reported to be a useful tool for local delivery to cardiomyocytes.^23^ We generated AAV9-control and AAV9-Zeb2 (Supplementary Fig. 10a) and tested different routes of delivery, including intraperitoneal (IP) injection into mouse pups, and intracardiac (IC) and intravenous (IV) injection into adult mice (Supplementary Fig. 10b–d). Since intracardiac injection resulted in the strongest increase in expression of *Zeb2* in the heart (Supplementary Fig. 10c), we used this method for our subsequent experiments.

To test the therapeutic benefit of intracardiac delivery of ZEB2, we injected male C57BL/6 J mice immediately after sham or MI surgery with AAV9-control or AAV9-Zeb2 and performed the analysis 14 and 28 days later (Fig. 8a). ZEB2 expression was confirmed to be increased at both times points post-injection (Fig. 8b–d and Supplementary Fig. 11a–c). Increasing ZEB2 in cardiomyocytes improved cardiac function and morphology after MI at both time points as measured by FS and LVID (Fig. 8e–f and Supplementary Fig. 11d-e, Supplementary Table 5, Supplementary Table 6). We detected a significant increase in *Tmsb4 and Ptma* levels in response to ZEB2 delivery (Fig. 8g–j and Supplementary Fig. 11f–i). This corresponded with an increase in *Pecam1* and *Vegf* expression (Fig. 8k–m and Supplementary Fig. 11j–l) and an overall increase in the PECAM1 positive area in *Zeb2* cTg hearts (Fig. 8n and Supplementary Fig. 11m). Additionally, when increasing ZEB2, we observed a trend in elevated levels of the pro-survival gene BCL-XL 28 days post- MI (Fig. 8o–p) and smaller cardiomyocyte size in the remote area as indicated by WGA staining (Fig. 8q–r and Supplementary Fig. 11n-o). Our data suggest that the therapeutic delivery of ZEB2 stimulates cardiomyocyte-derived angiogenic signals in the injured heart and thereby contributes to improved cardiac repair and cardiac function (Fig. 9).

**Fig. 8:**
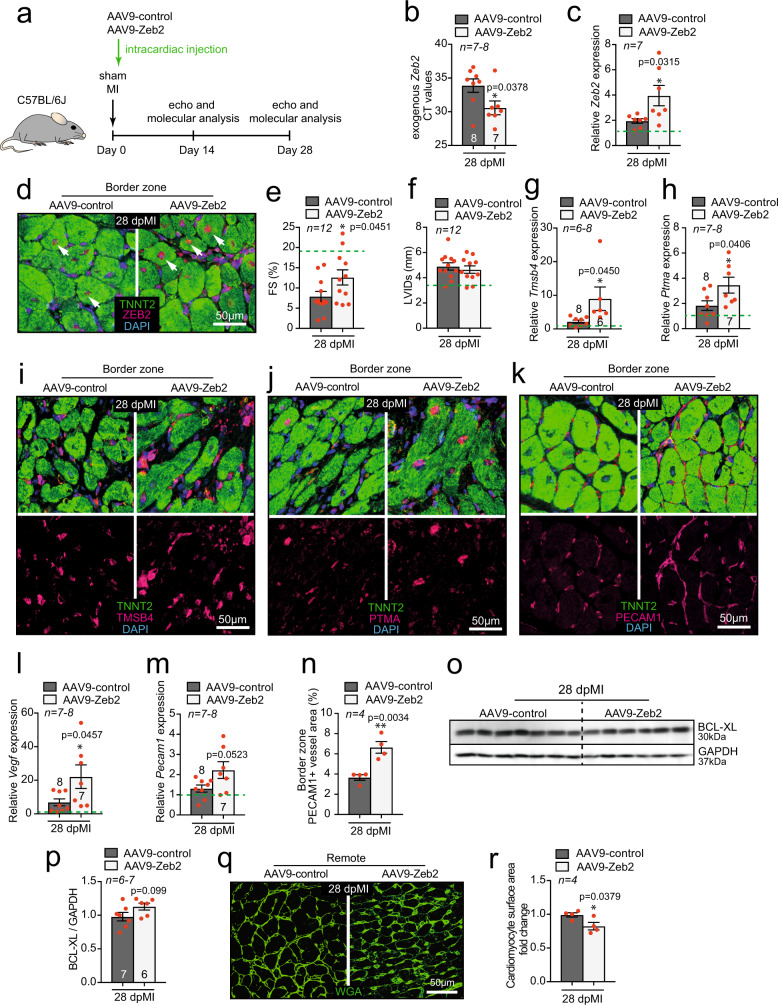
AAV9-mediated ZEB2 cardiac delivery improves infarct healing and cardiac function 28 dpMI. **a** Study design. **b**-**c** Expression levels of **b** exogenous *Zeb2* (CT values) and **c** *Zeb2* mRNA in AAV9-control and AAV9-Zeb2 treated mice post-surgery. **d** Immunofluorescence for ZEB2, TNNT2 and DAPI of histological sections of hearts from AAV9-control and AAV9-Zeb2 treated mice 28 dpMI. **e**-**f** Quantification of **e** fractional shortening (FS) and **f** left ventricular internal diameter in systole (LVIDs) from AAV9-control and AAV9-Zeb2 treated mice post-surgery. **g**-**h** mRNA expression levels of **g** *Tmsb4* and **h** *Ptma* in hearts from AAV9-control and AAV9-Zeb2 treated mice 28 dpMI. **i**-**k** Immunofluorescence for **i** TMSB4, **j** PTMA and **k** PECAM1, TNNT2 and DAPI of histological sections of hearts from AAV9-control and AAV9-Zeb2 treated mice 28 dpMI. **l**-**m** mRNA expression levels of **l** *Vegf* and **m** *Pecam1* in hearts from AAV9-control and AAV9-Zeb2 treated mice 28 dpMI. **n** Quantification of PECAM1 positive blood vessel areas in histological sections of hearts from AAV9-control and AAV9-Zeb2 treated mice 28 dpMI. **o** Representative WB for BCL-XL in tissue from AAV9-control and AAV9-Zeb2 treated mice 28 dpMI and **p** its quantification. **q** WGA staining to measure cardiomyocyte surface area and **r** its quantification. Green dashed line indicates sham AAV9-control. White arrows show ZEB2 positive cardiomyocytes. Data are represented as mean ± SEM, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, each dot indicates a biological replicate, n is indicated in figures. Comparison of two groups was performed with the unpaired, two-tailed Student’s *t*-test between AAV9-Zeb2 vs AAV9-control pos*t*-MI (**b**, **c**, **e**, **f**, **g**, **h**, **l**, **m**, **n**, **p**, **r**). Source data are provided as a Source Data file.

**Fig. 9:**
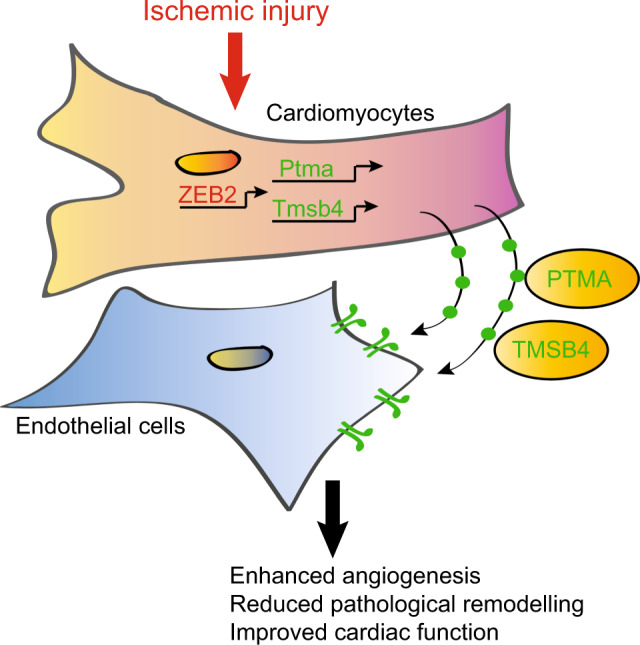
ZEB2 expression in injured cardiomyocytes promotes angiogenic signaling. Model depicting the activation of ZEB2 in injured cardiomyocytes, resulting in transcriptional activation of *Tmsb4* and *Ptma* followed by their secretion from cardiomyocytes subsequently enhancing the angiogenic response.

## Discussion

Heart disease continues to be the leading cause of death worldwide, due to limited therapeutic options and the heart’s inability to regenerate healthy cardiomyocytes after myocardial infarction. Discovery of players involved in myocardial repair after ischemia could serve in the development of enhanced therapeutic interventions.

Here we use single-cell sequencing to show that ZEB2 is expressed in injured cardiomyocytes, where it functions as a cardioprotective factor involved in infarct healing and cardiac repair in a non-autonomous manner. ZEB2 expression was increased in the heart only during the first days after MI, the time when endogenous repair response takes place, and before a fibrotic scar is being produced^24^. Constitutive expression of ZEB2, as well as its therapeutic delivery to the injured heart, triggered a subsequent increase in vessel density resulting in diminished scar formation and preserved cardiac function. Our data demonstrate the importance of cardiomyocyte signaling after ischemic injury and, for the first time, show the importance of ZEB2 during cardiac repair.

While ZEB2 as a transcription factor is well known for its functions in EMT and development^4,25^, it has only been shown to function in a cell non-autonomous manner in brain cortex development^26^. This study demonstrated that ZEB2 regulates the production of signaling factors in post-mitotic neurons, which feedback to progenitors to influence the timing of cell fate switch and the number of neurons and glial cells throughout corticogenesis^26^.

Cardiac cell populations interact with each other not only by physical contact, receptor-ligand interactions, or cell adhesion complexes, but also via a variety of soluble paracrine, autocrine, and endocrine factors^27^. Secreted proteins are required to maintain normal cardiac function and control pathological remodeling of the myocardium in response to injury. Our data show that ZEB2 expression in cardiomyocytes induces the expression and secretion of factors involved in cardiac remodeling post-MI. Mass spectrometry on conditioned medium from cardiomyocyte-like cells overexpressing ZEB2 revealed an increase in circulating levels of TMSB4 and PTMA, which have already been linked to cardioprotection by regulating neovascularisation^8^, angiogenesis^28^, and apoptosis^29^, and could explain the observed in vivo phenotype. TMSB4 treatment is already being used to promote wound repair in skin, cornea, and heart in a series of ongoing clinical trials^30^. In the heart, studies have shown that TMSB4 stimulates the formation of new cardiomyocytes, which originate from the epicardial layer^31^, and promotes neovascularization^32^. Additionally, TMSB4 has been shown to play anti-inflammatory, antioxidant, and antifibrotic effects during liver injury in mice^33^. On the other hand, PTMA has been shown to stimulate cardiac endothelial cell migration, angiogenesis, and wound healing^20^. It has also been recently proven to protect from retinal ischemic damage^34^. Here we showed that both TMSB4 and PTMA are transcriptionally regulated by ZEB2 in injured cardiomyocytes and are subsequently secreted to promote downstream protective signaling. Recent reports on ZEB2 also suggested that it promotes cell survival and angiogenesis in cancer^35^, which is in line with the biological functions we observed in the injured heart.

Our results present ZEB2 as a promising mediator of angiogenic signals coming from cardiomyocytes in response to injury. Although genetic deletion and overexpression of ZEB2 in cardiomyocytes have minor effects on capillary density under baseline conditions, therapeutic delivery of ZEB2 post-injury is sufficient to restore cardiac function by stimulating angiogenesis, which in turn improves cardiac repair. Targeted delivery using a cardiomyocyte-specific promoter would further improve the specificity of the therapy and allow for a more directed treatment in order to prevent undesired effects in other organs. Although follow-up studies will have to provide more detailed insights into the exact mechanisms, both the identification of ZEB2 and its downstream signals offer potential new therapeutic opportunities for patients suffering from ischemic heart disease.

## Methods

### Mice

All mouse studies were conducted in accordance with protocols approved by the ethics committee of the Hubrecht Institute in Utrecht. Mice were housed in a normal condition with 12:12 h light: dark cycle in a temperature-controlled room with food and water ad libitum. For all animal experiments, we used 8–9 weeks old male mice.

#### Myocardial infarction (MI) and transthoracic echocardiography (echo)

Myocardial infarction or sham surgery was performed in C57BL/6 J wild type mice (Figs. 1 and 7), *Zeb2* fl/fl and *Zeb2* cKO mice (Fig. 2), *Zeb2* WT and *Zeb2* cTg (Fig. 6) (8-10 weeks of age) by permanent ligation of the left anterior descending artery (LAD) for 3 days (Fig. 1 and corresponding Supplementary figures), 14 days (Figs. 2, 6 and corresponding Supplementary figures) or 28 days (Fig. 7 and corresponding Supplementary figures). In brief, mice were anesthetized with a mixture of ketamine and xylazine by IP injection, and hair was shaved from the thorax. A tracheal tube was placed and the mouse was connected to a ventilator (UNO Microventilator UMV-03, Uno BV.). The surgical site was cleaned with iodine and 70% ethanol. Using aseptic technique with sterile instruments the skin was incised of the midline to allow access to the left third intercostal space. Pectoral muscles were retracted and the intercostal muscles were cut caudal to the third rib. Wound hooks were placed to allow access to the heart. The pericardium was incised longitudinally and the left anterior descending coronary artery (LAD) identified. A 7.0 silk suture was placed around the LAD. Successful ligation of the coronary artery was definite by whitening of the heart anterior wall. After the surgery, the rib cage was closed with 5.0 silk suture, and the skin closed with a wound clip. The animal was disconnected from the ventilator, the tracheal tube removed, and placed on a nose cone with 100% oxygen. To alleviate pain or discomfort after the surgery, mice were injected with 0.05–0.1 mg/kg of Buprenorphine. During the whole procedure and recovery period animals were placed on a 38 °C hot plate. Cardiac function was evaluated by two-dimensional transthoracic echocardiography on sedated, adult mice (2% isoflurane) using a Visual Sonic Ultrasound system with a 30 MHz transducer (VisualSonics Inc., Toronto, Canada). The heart was imaged in a parasternal long-axis as well as short-axis view at the level of the papillary muscles, to record M-mode measurements, determine heart rate, wall thickness, and end-diastolic and end-systolic dimensions. Fractional shortening (defined as the end-diastolic dimension minus the end-systolic dimension normalized for the end-diastolic dimension) as well as ejection fraction (defined as the stroke volume normalized for the end-diastolic volume), were used as an index of cardiac contractile function. Of note, MI surgeries were performed by two different animal surgeons and the severity of the MI differs between studies, however the comparison is always performed within the studies.

#### Digestion of the heart and single-cell sorting

Single-cell experiments were performed as described previously^1^. In short, mice (3 days post sham or post-MI) were euthanized and hearts were perfused with cold perfusion buffer (135 mM NaCl, 4 mM KCl, 1 mM MgCl2, 10 mM HEPES, 0.33 mM NaH2PO4,10 mM glucose, 10 mM 2,3-butanedione monoxime (Sigma, St Louis, MO), 5 mM taurine (Sigma), adjust pH to 7.2 at 37 °C. The infarcted area of the heart (infarct and border zone) or the corresponding region of sham hearts (*n* = 3 per condition) were collected and minced into small pieces using a scalpel and transferred into a glass vial with 1.5 ml of cold digestion buffer (0.5 mg/ml Liberase TL (Roche, #5401020001), 20μg/ml DNase I (Worthington, LK003172), 1 M HEPES, Dulbecco’s Modified Eagle Medium (DMEM), high glucose, GlutaMAX™ Supplement, pyruvate (Gibco, #31966021)). Tissues were digested in a shaking (100 rpm) 37 °C water bath for 15 min. The obtained cell suspension was pipetted up and down and transferred onto a 100 μm cell strainer and used for subsequent single-cell sorting. Cells were collected into a 384-well plate format using flow cytometry FACS Aria II BD bioscience). We applied multiple scatter properties to make sure we were sorting for living and single cells.

#### Single-cell sequencing

The SORT-seq procedure was applied as before^2^. Cells were sorted into 384 well plats containing 5μl of VaporLock oil and aqueous solution of 100 nl containing reverse transcriptase (RT) primers, Spike-in RNA molecules, dinucleotide triphosphates (dNTP), and CELL-seq primers which consisted of a 24 bp polyT sequence followed by a 6 bp unique molecular identifier (UMI), a cell-specific barcode, the 5’Illumina TrueSeq2 adapter, and T7 promoter sequence. 384 well plates containing cells and the above-mentioned reagents were incubated for 5 min at 65 °C, after which cDNA libraries were obtained by dispersion of the RT enzyme and second strand mixes with the Nanodrop II liquid handling platform (GC biotech). cDNA libraries in all wells were pooled, followed by separation of the aqueous phase from the oil phase prior to in vitro transcription for linear amplification as performed by overnight incubation at 37 °C. Next Illumina sequencing libraries were prepared using the TruSeqsmall RNA primers (Illumina) and sequenced paired-end at 75-bp read length with Illumina NextSeq. The paired-end reads obtained by Illumina sequencing were mapped with BWA-ALN^3^ to the reference genome GRCm38/mm10 downloaded from the UCSC genome browser. We detected on average 24,840 raw unique reads per cell and did not observe any bi- or multimodal distribution of reads per cell, indicating that we indeed sorted exclusively single cells. For quantification of transcripts abundance, the number of transcripts containing unique molecular identifiers per cell-specific barcode was counted for each gene. K-medoids clustering was based on the RaceID2 algorithm to visualize cell clusters using t-distributed stochastic neighbor embedding (t-SNE) and to compute genes up- or downregulated in all cells within the cluster compared with cells not in the cluster^4,5^. Of note, all read counts for mitochondrial genes were discarded due to the high abundance of transcripts coming from these genes in cardiomyocytes, which interfered with downstream clustering.

#### Pathway analysis and gene ontology

The PANTHER Classification System^6^ was used in order to categorize the gene expression signature of healthy vs. injured cardiomyocytes based on protein class (Fig. 1). To investigate whether genes shared a similar biological function, we searched for overrepresentation in the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway and gene ontology (GO) biological processes database using DAVID^7^. Significant enrichment of genes in KEGG and GO terms are shown, p values are corrected for multiple testing using the Benjamini-Hochberg method.

#### Heart collection for histological analysis

Adult hearts were excised from anesthetized animals, washed in cold PBS, and fixed with 4% formalin at room temperature (RT), embedded in paraffin, and sectioned at 4 μm. Paraffin sections were stained with Hematoxylin and Eosin (H&E) for routine histological analysis and Sirius Red (SR) for the detection of collagen according to standard procedures. Slides were visualized using a Zeiss Axioskop 2Plus with an AxioCamHRc and DM4000.

#### Human heart samples

Approval for studies on human tissue samples was obtained from the Medical Ethics Committee of the University Medical Center Utrecht, The Netherlands (12#387). Written informed consent was obtained or in certain cases waived by the ethics committee when obtaining informed consent was not possible due to the death of the patient. None of the co-authors was involved in tissue collection. Tissue samples were anonymized before the access was obtained. In this study, we included tissue from the left ventricular free wall of patients with end-stage heart failure secondary to ischemic heart disease. The end-stage heart failure tissue was obtained during heart transplantation or at autopsy. For immunohistochemistry, samples from three patients were included from which the border zone of the infarcted hearts was used to verify the localization of ZEB2 in hypoxic cells. qPCR analysis for *ZEB2, TMSB4,* and *PTMA* was done on 30 tissue samples from the left ventricular free wall of patients with ischemic heart disease (ischemic region, border zone, and remote region) and 5 samples coming from the left ventricular free wall of the healthy donor.

#### Immunohistochemistry

Immunohistochemistry was performed on paraffin-embedded heart sections. After deparaffinization, rehydration, heat-induced antigen retrieval, and blocking with 0.05% BSA, sections were incubated with primary antibodies overnight at 4 °C. Subsequently, sections were washed and incubated with secondary antibodies for 1 h at RT followed by DAPI 1:5000 (Invitrogen, #D3571) for 10 min at RT. Sections were then washed and mounted with ProLong Gold Antifade Mountant (Invitrogen, #P36934). Antibodies used in this study include mouse anti-ACTN2 (Sigma, #A7732), rabbit anti-ACTN2 (Sigma, #HPA008315), mouse anti-TNNT2 (Abcam, #ab8295), rabbit anti-ZEB2 (Novusbio, #NBP1-77179), rabbit anti-TMSB4 (Immundiagnostik AG, #A9520), goat anti-PTMA (Novusbio, #NBP1-36979) and goat anti-PECAM1 (R&D Systems, #abAF3628). We used a corresponding secondary fluorescent antibody Alexa Fluor 488 donkey anti-mouse IgG (H + L) (Invitrogen, #A21202), Alexa Fluor 488 donkey anti-goat IgG (H + L) (Invitrogen, #A11055), Alexa Fluor donkey anti-rabbit IgG (H + L) (Invitrogen, #A10037), Alexa Fluor 568 donkey anti-mouse IgG (H + L) (Invitrogen, #A21206), Alexa Fluor 568 donkey anti-rabbit IgG (H + L) (Invitrogen, #A10042). FITC-labeled wheat-germ-agglutinin (WGA) (Sigma-Aldrich, #L4895) was used to visualize and quantify cardiomyocyte cross-sectional area with ImageJ software. Blood vessels were stained with PECAM1 and the percentage of the PECAM1 + areas was calculated using ImageJ software.

Immunohistochemistry was also performed on H10 cells transfected with Zeb2 overexpressing vector and siRNA against Zeb2 (as described in detail below). Cells were fixed with 4%PFA, quenched with NH_4_Cl, permeabilized, blocked with 1% fish gelatin (Gelatin from cold-water fish skin, Sigma-Aldrich, #G7765), and incubated with mouse rabbit anti-ZEB2 antibody (Novusbio, #NBP1-77179) for 25 min at RT prior to incubation with the corresponding secondary Alexa Fluor 488 donkey anti-mouse IgG (H + L) (Invitrogen, #A21202), 20 min at RT. The cells were washed and sealed with a mounting medium (ProLong Gold Antifade Mountant with DAPI, Invitrogen, #P36935). EdU was visualized with the Click-iT EdU Cell Proliferation Imaging Kit, Alexa Fluor 647, ThermoFisher, #C10340, according to the instructions. Images were taken using the Leica TCS SPE confocal microscope.

#### Genetic mouse models

Mice harboring a floxed allele of *Zeb2* (*Zeb2* fl/fl*)* were already generated^8^ and crossed with mice harboring a Cre recombinase under the control of the murine *Myh6* promoter (αMHC-Cre Tg mice)^9^ to generate Cre-*Zeb2* fl/fl (*Zeb2* cKO) mice. Rosa26-LoxStopLoxZeb2^10^ were crossed to αMHC-Cre Tg mice to generate αMHC-Cre R26-lslZeb2/lslZeb2 (*Zeb2* cTg) mice. Adult mice (8-10 weeks of age) were used for baseline and MI studies. All mice were genotyped by PCR using primers shown in Supplementary Table 7. All animal studies were performed in accordance with local institutional guidelines and regulations. The sample size was determined by a power calculation based upon an echocardiographic effect size. Animal technicians blinded investigators to group allocation during the experiment and when assessing the outcome.

#### RNA isolation and quantitative PCR

Total RNA was isolated from heart ventricles, NRCMs, iPSC-derived cardiomyocytes, H10 cells, or HUVECs using TRIzol reagent according to the manufacturer’s instructions. Total RNA (1 μg) was used for mRNA-based reverse transcription using an iScript cDNA Synthesis Kit (Bio-Rad, #1708891). QPCR was performed according to the SYBRgreen based methodology using iQ SYBR Green Supermix (Bio-Rad, #170-8885). Transcript quantities were normalized for endogenous loading. Primer sequences are provided in Supplementary Table 7.

#### Western Blot and immunoprecipitation

Heart tissue lysates were produced in RIPA buffer supplemented with Protease inhibitor cocktail (Roche, #11836170001). Subsequently, samples were boiled in 4x Leammli buffer, including 2% β-mercaptoethanol for 5 min at 99 °C. SDS-PAGE and Western Blotting was performed using Mini-PROTEAN Tetra Vertical Electrophoresis Cell with Mini Trans-Blot (Bio-Rad). Blotted membranes were blocked with 3–5% BSA in TBS-Tween for 30 min at RT. Primary antibody incubation was performed overnight at 4 °C followed by an HRP-conjugated secondary antibody incubation for 1 h at RT. After each antibody incubation, blots were washed 3×15 min with TBS-Tween. Images were visualized using Clarity Western ECL Substrate (Bio-Rad, #170-5061) and Amersham Imager 600. Stripping was performed using Mild stripping buffer (1.5% glycine, 0.1% SDS, 1%Tween pH 2,2). Outputs were normalized for loading. Antibodies used included rabbit anti-BCL-XL (Cell Signaling, #2764), mouse anti-FLAG (Sigma, #F3165), mouse anti-GAPDH (Millipore, #MAB374). Peroxidase-conjugated AffiniPure Rabbit Anti-Mouse IgG (H + L) (Jackson ImmunoResearch, #315-035-003), Peroxidase-conjugated AffiniPure Goat Anti-Rabbit IgG (H + L) (Jackson ImmunoResearch, #111-035-003). Flag-tag pull-down was performed on 1 mg of protein lysate from *Zeb2* WT and *Zeb2* cTg hearts after MI by using Anti-FLAG Magnetic Beads (Sigma, #M8823). Pull down was performed by rotating the proteins with Anti-FLAG beads at 4 °C overnight. The next day beads were washed and proteins were eluted from beads using trippleFLAG elution buffer (Sigma, #F4799) and used for western blot, as described above. Western blots were quantified by ImageJ.

#### Bulk RNA sequencing

RNA sequencing was performed on heart tissue from *Zeb2* fl/fl and *Zeb2* cKO mice subjected to MI for 14 days. Total RNA was extracted from the remote zone of hearts using TRIzol reagent as described above. RNA sequencing libraries were prepared from non-ribosomal RNA using the TruSeq Stranded Total RNA Library Prep Kit (Illumina) with Ribo-Zero according to the manufacturer’s protocol. Next, strand-specific single-end 75 bp reads were generated on an Illumina NextSeq 500. Reads were aligned and quantified against the Gencode.M4 gtf list for annotated genes using the STAR workflow. Heart libraries were sequenced with a minimum of 14 million reads (16.2 ± 1.9 (mean ± sd)). 

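In the deposited table, counts outside the 37 mitochondrially encoded genes were 14330275, 14710669 and 14301225 in Zeb2 fl/fl replicates 1, 2 and 3, and 18558343, 15640384 and 19024394 in Zeb2 cKO replicates 1, 2 and 3. Their mean was 16.1 ± 2.15 M (SD, n = 6). The mitochondrial ribosomal RNA gene mt-Rnr2 alone held between 50.3% and 57.1% of all counts of a library.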

Differential expression was analyzed using DESeq v1.22^11^ using per condition dispersion estimates.

#### Isolation of ventricular cardiomyocytes from neonatal rats

Cardiomyocytes were isolated by enzymatic dissociation of 1-2-day-old neonatal rat hearts. In brief, pups were placed on ice for 5–10 min for light anesthesia. After decapitation, hearts were collected, ventricles were separated from atria and cut into small pieces in a balanced salt solution prior to enzymatic digestion using trypsin (Thermo Fisher Scientific, #15400054) under constant stirring at 37 °C. The supernatant, containing intact cardiomyocytes was collected, centrifuged at 300 g for 4 min, and resuspended in Ham F10 medium (Thermo Fisher Scientific, #11550043) supplemented with 5% FBS, 10% L-glutamine, and 10% Pen-Strep. Collected cells were seeded onto uncoated 100 mm plastic dishes for 1.5 h at 37 °C in 5% CO_2_ humidified atmosphere. The supernatant, which consists mainly of CMs, was collected, cells were counted and plated on gelatinized 6 well plates 1×10^6^ cells per well. After the 24 h medium was changed to Ham F10 supplemented with Insulin-Transferrin-Sodium Selenite Supplement (Roche), 10% L-glutamine, and 10% Pen-Strep. Cells were used for the hypoxia study and siRNA mediated ZEB2 knock-down.

### Culturing and differentiation of iPSC cells towards cardiomyocytes

The *LUMC0020iCTRL06* human induced pluripotent stem cells (hiPSCs) were used to generate cardiomyocytes using a defined medium with timed addition of growth factors and small molecules^13^. hiPSCs were plated at a density of 50,000 cells/cm^2^ three days prior to differentiation to allow for attachment to Geltrex (Thermofisher Scientific, A1413302) coated cell-culture plates. Differentiation was induced with Cardio Differentiation Medium RPMI 1640 with HEPES and GlutaMax (Life Technologies, #72400021), supplemented with Albumin (human recombinant, Sigma-Aldrich, #A9731), L-Ascorbic Acid 2-phosphate (Sigma-Aldrich, #A8960) with freshly added GSK3B-inhibitor CHIR99021 (Millipore, #361559). On day two, the medium was replaced with Cardio Differentiation Medium supplemented with Wnt-inhibitor IWP2 (Millipore, #681671). On day 4 and 6 the cells received a new differentiation medium without additions. Finally, on day 8 (and every 2/3 days) medium was refreshed with Cardio Culture Medium (RPMI 1640 with HEPES and GlutaMax (Life Technologies, #72400021), supplemented with B27 with Insulin (Life Technologies, #17504044). To enrich for cardiomyocytes, purification was done for 4 days using selection medium (RPMI without D-glucose (Life Technologies, #11879020), supplemented with Albumin, L-Ascorbic Acid 2-phosphate, and Sodium DL-lactate/HEPES buffer (Sigma, #L4263). Differentiation efficiency was determined by flow cytometry for cardiac troponin T (cTNT) expression, using an antibody directed to cTNT (Abcam, #ab45932). Cardiomyocytes were dissociated after selection and reseeded in a density of 400,000 cells/cm^2^ on Geltrex coated cell-culture plates.

#### Culturing H10 cells

H10 cells were cultured in DMEM with GlutaMAX (Thermo Fisher, #10566016) supplemented with 10% FBS (Sigma-Aldrich, #F7524) and 1% Pen-Strep (Thermo Fisher, #15070063). Cells were used for transfection with Zeb2 overexpressing vector and silencing of Zeb2 with siRNA.

#### siRNA transfection

For ZEB2 knock-down, we used Trilencer 27 (Origene, #SR511798). siRNA transfection was performed in neonatal rat cardiomyocytes (NRCMs), H10 cells, and iPSC-derived cardiomyocytes at a final concentration of 10 nM using Lipofectamine 2000 for NRCMs and H10 cells (Thermo Fisher Scientific, #11668027) and Lipofectamine RNAiMAX (Thermo Fisher Scientific, #13778030) for iPSC-derived cardiomyocytes for 24 h. Next, the medium was refreshed for an additional 48 h, and cells were collected for analysis. Cells were subjected to hypoxia (1%O_2_ and 5%CO_2_) for 6 h before collection (Supplementary Fig. 6).

#### Production of conditioned media

NRCMs, H10 cells, or iPSC-derived cardiomyocytes were cultured as described above and transfected with siRNA or AAV9 vectors for 24 h after which medium was refreshed and left for an additional 48 h. After that conditioned medium was collected, filtered, and used to treat a new batch of NRCMs and non-cardiomyocytes or HUVECs for 24 h.

#### HUVECs culturing and scratch assay

Human umbilical vein endothelial cells were cultured in EBM-2 BulletKit medium (Lonza, #CC-3162). Scratches in cell monolayers were generated with a 100 μL tip, washed with PBS, and incubated with conditioned media. Cells were imaged at 0, 2, 5, and 20 h with Inverted Routine Microscope ECLIPSE Ts2 (Nikon). The percentage of wound closure was measured by ImageJ by calculating the percentage of area with cells vs total area. For proliferation assay, HUVECs were incubated with conditioned media for 48 h, EdU treatment took place 24 h before the analysis.

#### Spheroid assay

Human umbilical vein endothelial cells (HUVECs) were trypsinized and resuspended in ECM culture medium (Sciencell, USA) containing 0.6 gr/L methylcellulose (Sigma). Cells were seeded (400 cells per well in 100 µl) in U-bottom 96 well plates and cultured for 24 h at 37 °C and 5% CO_2_ to allow for the formation of spheroids. The spheroids were collected and resuspended in FBS (Sciencell) containing 2.4 gr/L methylcellulose and mixed 1:1 with collagen I solution containing 3.77 g/L collagen I (Corning, USA), 10% M199 medium (Sigma), 0.018 M HEPES, and 0.2 M NaOH to adjust pH to 7.4. The mixture with the spheroids was allowed to polymerize for 30 min in a 24 well plate. A total of 100 µl of conditioned medium with or without VEGF (50 ng/mL) (Preprotech) was added to the gels. Spheroids were visualized after 24 h using an Olympus IX50 microscope. The cumulative sprout length per spheroid was measured using ImageJ software.

#### Mass spectrometry

H10 cells were plated into T75 flasks and transfected with CMV-control or CMV-Zeb2 vector for 24 h. Medium was refreshed and left for an additional 48 h. Subsequently, cells were collected for molecular analysis and conditioned medium was collected to treat HUVECs and for mass spectrometry. Conditioned medium was separated based on protein size (Centrifugal Filters, Ultracel -3K and -30K, #Amicon Ultra, #UCF800324 and #UCF803024). Mass spectrometry was performed on fraction 3–30kDa. For mass spectrometry; 2 M Urea, 100 mM Tris-HCl, and 10 mM TCEP (end concentration) were added to the supernatants. Samples were incubated at 56 °C for 30 min followed by adding 50 mM CAA and incubation of 5 min at RT. 0.2 µg Trypsin was added and incubated overnight at 37 °C on a shaker. The following day, supernatants were concentrated on zip-tip (C18), washed with 0.1% formic acid, and eluted with 80% acetonitile/0.1% formic acid. Samples were vacuum concentrated, taken up in 0.1% formic acid, and loaded on a 1.9 µm C18 column coupled to a Proxeon nano-LC system. Samples were measured on the LTQ-Orbitrap Fusion Tribrid; Thermo Fisher Scientific mass spectrometer, using a 200 min gradient and HCD fragmentation. Raw files were analyzed with the Maxquant software version 1.5.2.8 (Cox and Mann, 2008) oxidation of methionine set as variable modifications, and carbamidomethylation of cysteine set as a fixed modification. The Rat protein database of UniProt was searched with both the peptide as well as the protein false discovery rate set to 1%.

#### AAV9 delivery to iPSC-derived cardiomyocytes

Adeno-associated viral vectors (AAV, serotype 9) encoding *ZEB2*, *TMSB4*, *PTMA,* or empty vector were generated in collaboration with Giacca lab in (Trieste, Italy). We used 5×10^3^ viral genome particles per cell to infect iPSC-derived cardiomyocytes.

#### Injection of AAV9 vectors

AAV9 viruses were generated as described above. First, to assess the best way of delivery AAV9-control and AAV9-Zeb2 were injected via three different routes into wild type mice. 0.5 × 10^11^ viral genome particles per animal were injected into the myocardium of adult mice (two injections), using a Hamilton syringe. 1×10^11^ viral genome particles per animal were injected intravenously into adult mice and intraperitoneally into 2 days old pups using an insulin syringe with a 30-gauge needle. For the injury study, AAV9 intracardiac delivery was performed in C57BL/6 J male mice from Charles River Laboratories (8 weeks of age). Animals received sham or MI surgery as described above. AAV9-control and AAV-Zeb2 virus at a dose of 0.5 × 10^11^ viral genome particles per animal were injected as two intracardiac injections directly after LAD ligation, (2 × 15 μl intracardiac injections in an area where the infarct will occur), using a Hamilton syringe (31-gauge, 30° angle). The chest was closed as described above, and animals were placed on 38 °C hot plate for the recovery period. To alleviate pain or discomfort after the surgery, mice were injected with 0.05–0.1 mg/kg of Buprenorphine. Two and four weeks after the surgery and AAV9 injections, cardiac function was analyzed by echocardiography, and hearts were collected for histological and molecular analysis.

#### Statistical and reproducibility

The number of samples (n) used in each experiment is indicated in the legends or shown in the figures and indicates biological replicates. Results are presented as the mean ± standard error of the mean (SEM). Statistical analyses were performed using PRISM (GraphPad Software Inc. version 6). Two groups were statistically compared using the Student’s *t*-test. Multiple groups were statistically compared with ordinary one-way ANOVA or two-way ANOVA. Outliers were defined by Grubbs’ test (alpha = 0.05). Data are represented as mean ± SEM. Differences were considered statistically significant at *p* < 0.05. In the figures, asterisks indicate statistical significance (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001) which is also indicated in the individual figures. All representative images of hearts or cells were selected from at least three independent experiments with similar results unless indicated differently in the figure legend.

### Reporting Summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

## Data Availability

The authors declare that the main data supporting the findings of this study are available within the article and its Supplementary Information file. All sequencing data that support the findings of this study have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GEO) and are accessible through the GEO Series accession number GSE146285 (for SCS data) and GSE151638 (for *Zeb2 cKO* RNA-seq data). The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE [1] partner repository with the dataset identifier PXD022212. Source data are provided with this paper. Extra data are available from the corresponding author upon request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Cardiomyocytes stimulate angiogenesis after ischemic injury in a ZEB2-dependent manner
**Source:** Nat Commun. 2021 Jan 4;12:84. doi: 10.1038/s41467-020-20361-3
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Supplementary information**

**Cardiomyocytes stimulate angiogenesis after ischemic injury in a ZEB2-dependent manner**

**Authors:** Monika M. Gladka^1^, Arwa Kohela^1^, Bas Molenaar^1^, Danielle Versteeg^1,2^, Lieneke Kooijman^1^, Jantine Monshouwer-Kloots^1^, Veerle Kremer^3,4^, Harmjan R. Vos^5^, Manon M.H. Huibers^6^, Jody J. Haigh^7^, Danny Huylebroeck^8,9^, Reinier A. Boon^3,10,11^ Mauro Giacca^12^, Eva van Rooij^1,2^*

**Content**

- Supplementary Data Legends

**Supplementary Data Legends**

**Supplementary Data 1.** Gene profiling of all clusters identified by single-cell sequencing. The first sheet shows an overview of all the identified clusters and the number of cells per cluster. Following sheets show the gene expression signature of all 14 clusters. For quantification of transcripts abundance, the number of transcripts containing unique molecular identifiers per cell-specific barcode was counted for each gene. K-medoids clustering was based on the RaceID2 algorithm to visualize cell clusters using t-distributed stochastic neighbor embedding (t-SNE) and to compute genes up- or downregulated in all cells within the cluster compared with cells not in the cluster.^1,2^ . Data sorted based on fold change.

**Supplementary Data 2.** List of genes enriched in cardiomyocytes from injured heart compared to sham cardiomyocytes obtained from the single-cell sequencing analysis. RaceID2 was used to compute genes up- or downregulated in injured cardiomyocytes within compared with healthy carddiomyocytes.^1,2^ Data sorted based on log2 fold change.

**Supplementary Data 3.** RNA-seq-based gene profiling of *Zeb2* fl/fl and *Zeb2* cKO hearts 14 dpMI. 

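Supplementary Data 3 lists for each gene the mean count of the Zeb2 fl/fl and of the Zeb2 cKO libraries after division by size factors, their ratio, and a p-value with its adjusted value. Of this sheet, 1998 genes were read here. The ratio of group means, computed again from the deposited counts after division by size factors, differed from the listed log2 fold change by at most 4.99e-06. The paper's p-value is under 0.05 for 93 of these genes and its adjusted p-value for 1, Slc9a3, at 0.0127. Slc9a3 was at 0.133, 0.0911 and 0.599 CPM in the Zeb2 fl/fl libraries and at 1.66, 1.08 and 1.28 CPM in the Zeb2 cKO libraries, a log2 fold change of 2.30 (standard error 0.63, adjusted p = 0.957 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).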

Differential expression was analysed by DESeq v1.22^3^ using per condition dispersion estimates.

**Supplementary Data 4.** List of proteins detected by mass-spec as shown in details in Figure 3. The first sheet shows all detected proteins. The second sheet shows the top 40 proteins that are classified as plasma proteins based on Human Protein Atlas. The third sheet shows 11 proteins that were also downregulated in RNA-seq form Zeb2 cKO mice vs Zeb2 fl/fl post-MI, as shown in details in Supplementary Figure 4.

References:

1 Grun, D. *et al.* De Novo Prediction of Stem Cell Identity using Single-Cell Transcriptome Data. *Cell Stem Cell* **19**, 266-277, doi:10.1016/j.stem.2016.05.010 (2016).

2 Grun, D. & van Oudenaarden, A. Design and Analysis of Single-Cell Sequencing Experiments. *Cell* **163**, 799-810, doi:10.1016/j.cell.2015.10.039 (2015).

3 Anders, S. & Huber, W. Differential expression analysis for sequence count data. *Genome Biol* **11**, R106, doi:10.1186/gb-2010-11-10-r106 (2010).

How the deposited data were processed for this re-analysis (not part of the article)

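RNA-seq was available for cardiac tissue of 3 Zeb2 fl/fl and 3 Zeb2 cKO mice 14 days after MI, and each library was assigned to its genotype and replicate number from the sample labels. The labels call the Zeb2 fl/fl group wild type, and they place the tissue in the border region where the paper's methods place it in the remote zone. The authors deposited 1 table of raw counts per gene. According to the methods, the authors prepared stranded libraries from RNA without ribosomal RNA, aligned the reads and counted them on the Gencode M4 annotation with the STAR workflow. The paper's text does not name the STAR version, the handling of reads that map to several places or the strand option. Each column of counts was matched to 1 sample, and 0 columns were left unmatched.

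The steps that follow were computed from these counts. Symbols, coordinates and transcript sequences came from the Gencode M21 annotation of the same build, GRCm38, by gene identifier, and 14573 of the 14746 tested genes had a symbol. Counts were normalized with TMM in edgeR 4.0.16 (R 4.3.3), and genes were kept by filterByExpr with its defaults. Differential expression was tested with glmQLFit and glmQLFTest, with genotype as the factor. Log2 fold changes used a prior count of 0.125, and p-values were adjusted after Benjamini and Hochberg over all genes kept. Log2 CPM for the gene set tests used a prior count of 2. The paper used DESeq v1.22, which was not used here. DESeq2 1.42.0 was run as an alternative. Gene sets were tested with camera in limma 3.58.1 and by one-sided Fisher's exact tests among genes past a log2 fold change of 0.2. The 11 sets were written by hand before the counts were seen, since pathway tables were not used here. Near-identical copies were searched with BLAST 2.17.0 (Python 3.11.15), from the longest annotated transcript of a gene to the transcripts of all other genes, at a length of at least 75 bases and an identity of at least 95%.

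Groups of 3 were described by mean and SD and compared for single genes with exact permutation tests, two-sided, whose smallest p is 0.1. Depth was between 37.3 M counts and 51136331 counts per library, of which at least 14301225 lay outside the mitochondrially encoded genes. At these depths counting error is small for all but genes of a few counts, and the spread between mice sets the precision. The steps were tested on simulated data with the means and library sizes of the real libraries. Simulated genes varied independently, with a spread set by mean expression alone, and no library stood apart. Recovery in the real data may therefore be lower. Of 100 genes changed by 1 on the log2 scale, edgeR called 52, and of 100 genes changed by 2 it called 95, beside 10 calls among 14320 unchanged genes, in 14518 tested genes. DESeq2 called 54 and 94 of the changed and 16 of the unchanged genes. In a simulation of 14570 tested genes with 1 set raised, camera called that set alone. Since the simulated genes varied independently, this cannot show how often camera calls a set falsely when its genes vary together. In the real data camera called 0 sets when the correlation was estimated within each set.

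Genes were named in the text by a rule: Zeb2, the 11 selected plasma protein genes, Pecam1, Vegfa, Bcl2l1 and Slc9a3; the 5 lower and the 5 higher genes that passed an adjusted p of 0.05 with groups that do not overlap, filled with the smallest unadjusted p where fewer passed; and the 3 genes of each set with the smallest p in the direction of the set. Not all of them are printed. Of the 11 plasma protein genes, 1 is counted with the others and enters the ranges given for them, and it is not named or drawn here. Replicate numbers 1, 2 and 3 occur in both groups of the labels, but the animals differ, so the numbers were not used as pairs except in 1 alternative. Alternatives covered the normalization, the filter on low counts, the test, robust dispersions, the replicate number, mitochondrially encoded genes, a macrophage covariate, the fold change estimate, the set tests and lists, and leaving out each library. Mass spectrometry, qPCR and single-cell data of the paper were not analysed here.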

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

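The test on adipocyte genes in this part was chosen only after the result was seen. A signal in genes the paper does not discuss was looked for as 3 or fewer counts in every library of one genotype and at least 10 in every library of the other. It was met by 3 genes in Zeb2 cKO hearts and by 0 genes in Zeb2 fl/fl hearts, beside 280 genes with an unadjusted p under 0.05. Mrap2 (chromosome 9 of GRCm38, 87144306 to 87184045) had 0 counts in the Zeb2 fl/fl libraries and 43, 10 and 14 in Zeb2 cKO replicates 1, 2 and 3, at least 5.65-fold higher in CPM (unadjusted p = 0.0041, adjusted p = 0.957 from edgeR's quasi-likelihood test, higher in 3 of 3 libraries). Gm15610 (chromosome 5, 8971948 to 8972142) had 1, 3 and 2 counts in the Zeb2 fl/fl and 27, 12 and 15 in the Zeb2 cKO libraries, at least 4.58-fold higher (unadjusted p = 0.00106, adjusted p = 0.957). Cidec (chromosome 6, 113424634 to 113435760) had 2, 3 and 3 counts in the Zeb2 fl/fl and 23, 10 and 10 in the Zeb2 cKO libraries, at least 3.67-fold higher, and was removed by the filter on low counts, so it has no p from this test. The folds set the mean CPM of the Zeb2 cKO libraries against the highest CPM that 3 counts give in a Zeb2 fl/fl library. A single Zeb2 cKO library can therefore lie below the fold given. The folds allow for the larger Zeb2 cKO libraries, but the search that picked the genes used counts and does not.

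Of the 4 splits of the 6 libraries that part every same-numbered pair, 1, the real one, gave as many such genes, and of all 10 splits also 1. The other 6 splits leave some same-numbered libraries together. With 10 splits this cannot show that the genes follow the genotype. Gm15610 is a processed pseudogene that is near-identical to other genes over 100% of its transcript, so its counts may be reads of those genes. Cidec, and Adig among the higher genes, are expressed in fat cells, and a candidate explanation is adipose tissue in the Zeb2 cKO samples. A list of 18 other adipocyte genes was set against it, of which 7 passed the filter on low counts. Their median difference was 0.66 on the log2 scale in Zeb2 cKO hearts, above 100% of 10000 random lists matched on expression, and their mean was higher in each Zeb2 cKO than in each Zeb2 fl/fl library (exact permutation test, two-sided p = 0.1). Since most of the list was removed by that filter, and the share of the list required was set after the result was seen, the pattern cannot be told apart from adipose tissue in the samples, and a change by genotype remains a hypothesis.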

How the results depend on the processing

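The alternatives were set before the data were examined, except the filter on the mean count, and no cause was tested for the changes below unless a value is given for it in the other observations.

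The number of genes with an adjusted p under 0.05 stayed at 0 lower and 0 higher in every edgeR alternative, beside 122 to 1134 genes with an unadjusted p under 0.05. DESeq2's Wald test called 2 higher genes, Slc46a2 (log2 fold change 4.20, adjusted p = 0.0378) and Mrap2 (6.61, adjusted p = 0.0446). With DESeq2, 217 genes were under -0.2 with p under 0.05, against 127. In simulated libraries edgeR called 52 of 100 genes changed by 1 on the log2 scale. There, spread followed mean expression alone and no library stood apart, so power may be lower in the real data. A count of 0 leaves room for smaller changes, and for larger ones in genes that vary more between mice.

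Without a filter on low counts, 7350 genes were under -0.2 and 6797 over 0.2, 326 and 274 of them with p under 0.05, and 4 plasma protein genes were over 0.2 and 3 sets overrepresented among lower genes. With the ratio of group means over all genes with a count, 7555 genes were lower, 6515 higher and 3 plasma protein genes higher. With library size as the only normalization, 51 lower and 259 higher genes had p under 0.05, against 127 and 153, and 3 plasma protein genes were over 0.2. With the macrophage mean as a covariate, 1666 genes were under -0.2, 250 were over 0.2 with p under 0.05, and of the plasma protein genes 1 was lower, 1 higher and 35 between. Under this covariate 10 genes reversed: the log2 fold change was 0.14 for Basp1, 0.17 for Clic1, 0.25 for Col11a1, 0.18 for Comp, 0.027 for Rack1, 0.088 for Sfrp2, 0.038 for Spcs2, 0.19 for Tmsb10, 0.056 for Tmsb4x and -0.082 for Vegfa. The cause was not tested.

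Bcl2l1, at -0.00066 in the main comparison, was 0.0016 with DESeq2, 0.0039 with DESeq2 size factors, 0.0061 with upper quartile normalization, 0.047 with library size only, 0.0011 with at least 10 counts in every library, 0.018 without a filter and 0.0032 as the ratio of means. With one library left out it ran from -0.11 to 0.17. Over all alternatives the lowest adjusted p of a gene named by the rule was 0.138 (Shisa3, DESeq2), and the others ranged up to 1.00.

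With the replicate block, 3099 genes were under -0.2 and 2648 over 0.2, 247 genes had an unadjusted p under 0.05, 0 had an adjusted p under 0.05, and Bcl2l1 was at 0.012. All 11 sets had an adjusted p under 0.05 with the replicate block. The deviations of same-numbered libraries from their group means had a mean correlation of -0.046, against 0.024 for differently numbered ones, across genes.

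With the correlation estimated per set in camera, 0 of the 11 sets had an adjusted p under 0.05, with values from 0.499 to 0.551. With fry it was 0 as well, with adjusted p from 0.624 to 0.636. These settings change the p-values only, so the mean differences are the same by construction. With p under 0.05 added to the fold change cutoff, 1 set was overrepresented among lower and 0 among higher genes, and the share of members was 0% for actin cytoskeleton lower and 0% for cardiomyocyte, fatty acid oxidation and tricarboxylic acid cycle genes higher. An endothelial list from Supplementary Data 1 had a difference of 0.067, no longer past the threshold (adjusted p = 0.142, over all alternatives of the endothelial set from 4.37e-05 to 0.636).

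Leaving out 1 library at a time, the 6 fits gave from 1753 to 4342 genes under -0.2, from 2120 to 3995 over 0.2, and with p under 0.05 from 47 to 827 lower and from 75 to 307 higher genes. From 1 to 17 plasma protein genes were lower and from 2 to 4 higher. From 1 to 11 sets had an adjusted p under 0.05, and from 0 to 6 sets were overrepresented among lower and from 1 to 5 among higher genes. The lowest of these counts came without Zeb2 fl/fl replicate 2, except for the genes with p under 0.05. Those were fewest without Zeb2 cKO replicate 1. The lowest number of higher plasma protein genes, 2, was also the number with all 6 libraries.

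Across these 6 fits the mean difference of a set ran from -0.11 to 0.36 for cardiomyocyte, from -0.049 to 0.17 for endothelial, from -0.019 to 0.45 for fatty acid oxidation, from -0.77 to 0.067 for fibroblast, from -0.012 to 0.32 for oxidative phosphorylation and from -0.046 to 0.37 for tricarboxylic acid cycle genes. The share over 0.2 ran from 0% to 64.3% for cardiomyocyte, from 1.79% to 80.4% for fatty acid oxidation, from 2.38% to 72.6% for oxidative phosphorylation and from 3.33% to 80% for tricarboxylic acid cycle genes. The share under -0.2 ran from 9.01% to 48.6% for PI3K-Akt, from 10% to 88.2% for fibroblast, from 7.22% to 50.5% for focal adhesion and from 5.71% to 52.4% for actin cytoskeleton genes. Matrix and macrophage genes kept their direction, with mean differences from -0.90 to -0.085 and from -0.92 to -0.012. Their shares under -0.2 ran from 18.1% to 87.2% and from 14.9% to 94.3%. The weakest of these values came without Zeb2 fl/fl replicate 2. The mean differences of focal adhesion, PI3K-Akt and actin cytoskeleton genes kept their direction as well. Without Zeb2 fl/fl replicate 2, 1 set had an adjusted p under 0.05, the cardiomyocyte genes, in the opposite direction (adjusted p = 3.93e-05, over all alternatives from 1.98e-07 to 0.636).

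For single genes the 6 fits gave log2 fold changes from -1.28 to 0.11 for Basp1, from -0.40 to 0.18 for Clic1, from -3.95 to 0.21 for Col11a1, from -3.14 to 0.15 for Comp, from -0.36 to 0.026 for Rack1, from -3.49 to 0.18 for Sfrp2, from -0.44 to 0.025 for Spcs2, from -0.51 to 0.20 for Tmsb10, from -0.73 to 0.031 for Tmsb4x and from -0.083 to 0.30 for Vegfa. Among the 11 plasma protein genes, those that reversed had a lowest value between -1.28 and -0.36, -0.52 among them, and a highest value between 0.013 and 0.20. Zeb2 kept its direction, from -0.50 to -0.0058. The 5 lower and 5 higher genes named for the smallest unadjusted p kept theirs. The lower ones ran from -2.09 (Gdf15) to -0.76 (Nr4a3), and the higher ones from 1.41 (Urah) to 3.13 (Gm15610).

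Depth limits genes of a few counts, such as Cidec. Whether it limits the comparison of the sets is open, since the sets were not tested at reduced depth.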

Differences from the paper's values

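No value in this part rests on a test chosen after the result was seen, except where a sentence says so. The mean number of counts per library was 44.5 ± 5.52 M (SD, n = 6) against the paper's 16.2 ± 1.9 M reads (SD), and the lowest library had 37.3 M against the paper's 14 M. With mitochondrially encoded genes left out, the values were 16.1 M and 14.3 M, within the paper's. That alternative was set before the data were examined, and no other one changes the depth.

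The paper's 2339 lower and 1599 higher genes at a log2 fold change of 0.2 stand beside 3335 and 2351 genes. With at least 10 counts in every library, 2961 and 2014 genes passed. With the ratio of group means over genes with a mean normalized count over 50, 2355 lower and 1623 higher genes passed, and this setting was chosen after seeing the values. The paper's adjusted p-value for Slc9a3 is 0.0127, while its adjusted p from edgeR's quasi-likelihood test was 0.957, and between 0.596 and 1.00 over the alternatives, none of which called it. The paper selects 11 plasma protein genes as lower, against 12 here. Without Zeb2 cKO replicate 2, 11 genes were lower, of which 10 are among the 11 the paper selects. Mt2 (log2 fold change -0.73), which was chosen after its values were seen, is the gene under -0.2 that the paper does not select. The paper places pathways of vasculature maintenance among the lower genes, while 10 of 67 endothelial genes were under -0.2 and 17 over 0.2.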

Other observations

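The tests on Zeb2 fl/fl replicate 2 as 1 library behind the lower genes, on macrophage and fibroblast RNA, on mitochondrial counts and on a mislabelled sample were chosen only after the result was seen. In a principal component analysis of the 6 libraries the first component held 59.1% of the variance, and Zeb2 fl/fl replicate 2 scored 74.5 on it, while the other 5 libraries lay between -24.6 and -3.28. Its median absolute deviation from the other libraries was 2.28 times that of the next library. With this library left out, 1007 of the 3335 genes (30.2%) under -0.2 with all 6 libraries remained under -0.2, while 83.1% to 94.4% remained when any other library was left out. Of the higher genes 47.6% remained without it and 72.3% to 91.5% without another. The lower genes may therefore rest largely on this library.

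Several explanations for the distance of Zeb2 fl/fl replicate 2 were tested. Against the other Zeb2 fl/fl libraries, the macrophage genes deviated by 1.79, the fibroblast genes by 1.68 and the cardiomyocyte genes by -0.88 (median, log2). These lay at the 100th, 100th and 0th percentile of 10000 random lists matched on expression. The percentile does not set Zeb2 fl/fl replicate 2 apart, since other libraries also reached its ends. Zeb2 fl/fl replicates 1 and 3 were at the 0th for macrophage and fibroblast genes, but replicate 2 was part of the mean they were compared with. Zeb2 cKO replicate 3 was at the 100th for fibroblast genes with a deviation of 0.15. The matrix genes deviated by 1.70 and the endothelial genes by -0.46. This is consistent with more RNA from macrophages and fibroblasts in that sample. Library size goes against the data, since the ratio to the next library was 2.22 after all libraries were thinned to the smallest total. GC content and gene length go against them as well, with a ratio of 2.35 after correction. Its counts outside the mitochondrially encoded genes, 14710669, lay within the range of the other 5 libraries. Its share of mitochondrial counts was the lowest, 60.5% against 62.6% to 67.0%, and with these genes left out before normalization the ratio to the next library was 2.30. Its Zeb2 level, 116.05 CPM, lay above every Zeb2 cKO library, but Zeb2 is also transcribed by other cells, so a mislabelled sample cannot be excluded by it. The paper and the sample labels give different zones of the heart, and no zone is given per mouse, so a difference in the dissected zone was not tested. The design names no biological difference for this mouse. Apart from the RNA of macrophages and fibroblasts, no biological explanation was tested.

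A difference in tissue composition between samples was also tested for the matrix, endothelial, actin cytoskeleton and 3 metabolic sets. Within groups, 5 of the 6 sets followed the macrophage mean in the predicted direction, with correlations of 0.95 for matrix, 0.93 for actin cytoskeleton, -0.90 for oxidative phosphorylation and -0.95 for tricarboxylic acid cycle and fatty acid oxidation genes. The prediction for the endothelial genes, a positive correlation, took them as lower in Zeb2 cKO hearts. Their correlation was -0.78, and they were higher there by 0.070, so its sign also goes with a difference in composition. With the macrophage mean as a covariate, the difference shrank to under 0.5 of its size in 5 of the 6 sets, for matrix from -0.62 to -0.088, here not relative to all genes. These correlations rest on 6 libraries of which 1 stands far apart, and a covariate that changes with the genotype would also remove a change by genotype. The lower matrix and higher metabolic sets cannot be told apart from a difference in tissue composition.

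Of the 4 splits of the 6 libraries that part every same-numbered pair, 4 gave as many genes past a log2 fold change of 0.2 as the real split, and 4 gave as many with p under 0.05 besides. Over all 10 splits these were 8 and 9. The real split has 0 genes with an adjusted p under 0.05, beside 280 with an unadjusted p under 0.05, so all splits reach that number (4 of 4 and 10 of 10) and it says nothing about chance. For the number of sets with an adjusted p under 0.05, 1 of the 4 and 1 of the 10 splits, the real one, reached 11, while the others gave 6 to 10. The other 6 splits keep some same-numbered libraries together. With 10 splits a share under 0.1 cannot occur.

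Among the 11 selected plasma protein genes, reads shared with near-identical copies were tested as the cause of the lower counts. The 4 genes without such a copy, Basp1, Tmsb4x, Ywhab and Clic1, were all under -0.2. In these 4 no annotated copy takes part in the counts. The 11 genes were selected as lower in these same data, so the 4 show nothing about the other 7. Where the copies make up much of the transcript, as in Ptma (75.7%), the lower counts cannot be told apart from reads shared with near-identical copies, and where they make up little, as in Rack1 (3.41%), they leave most of the transcript outside.

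For genes that the paper measured by other methods, the RNA-seq libraries gave these values. In infarcted Zeb2 cKO hearts the paper reports lower Pecam1 and Vegf by qPCR, and lower BCL-XL by western blot. For Bcl2l1, which encodes BCL-XL, RNA thus stands beside protein. Pecam1 was at 89.1 ± 13.8 CPM in Zeb2 fl/fl and 98.7 ± 7.52 CPM in Zeb2 cKO hearts (SD, n = 3 each), a log2 fold change of 0.15 (standard error 0.16). Its log2 fold change was 0.029 without Zeb2 fl/fl replicate 2. Vegfa was at 87.2 ± 27.1 and 96.9 ± 8.38 CPM, a log2 fold change of 0.15 (standard error 0.25). Bcl2l1 was at 13.3 ± 2.62 and 13.3 ± 1.38 CPM, a log2 fold change of -0.00066 (standard error 0.17). The groups overlapped for all 3 genes, with exact permutation p-values (two-sided) of 0.5, 0.8 and 1.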
